# Transcriptomic, Functional, and Network Analyses Reveal Novel Genes Involved in the Interaction Between *Caenorhabditis elegans* and *Stenotrophomonas maltophilia*

**DOI:** 10.3389/fcimb.2018.00266

**Published:** 2018-08-20

**Authors:** Corin V. White, Michael A. Herman

**Keywords:** *Caenorhabditis elegans*, *Stenotrophomonas maltophilia*, WormNet, network, expression, innate immunity

## Abstract

The bacterivorous nematode *Caenorhabditis elegans* is an excellent model for the study of innate immune responses to a variety of bacterial pathogens, including the emerging nosocomial bacterial pathogen *Stenotrophomonas maltophilia*. The study of this interaction has ecological and medical relevance as *S. maltophilia* is found in association with *C. elegans* and other nematodes in the wild and is an emerging opportunistic bacterial pathogen. We identified 393 genes that were differentially expressed when exposed to virulent and avirulent strains of *S. maltophilia* and an avirulent strain of *E. coli*. We then used a probabilistic functional gene network model (WormNet) to determine that 118 of the 393 differentially expressed genes formed an interacting network and identified a set of highly connected genes with eight or more predicted interactions. We hypothesized that these highly connected genes might play an important role in the defense against *S. maltophila* and found that mutations of six of seven highly connected genes have a significant effect on nematode survival in response to these bacteria. Of these genes, C48B4.1, *mpk-2, cpr-4, clec-67*, and *lys-6* are needed for combating the virulent *S. maltophilia* JCMS strain, while *dod-22* was solely involved in response to the avirulent *S. maltophilia* K279a strain. We further found that *dod-22* and *clec-67* were up regulated in response to JCMS vs. K279a, while C48B4.1, *mpk-2, cpr-4*, and *lys-6* were down regulated. Only *dod-22* had a documented role in innate immunity, which demonstrates the merit of our approach in the identification of novel genes that are involved in combating *S. maltophilia* infection.

## Introduction

*Stenotrophomonas maltophilia* is an emerging nosocomial and opportunistic bacterial pathogen associated with mortality rates ranging from14 to 69% in patients with bacteremia (Brooke, 2012). Over the last decade, *S. maltophilia* infections have increased in prevalence among the general population (Chang et al., 2015). These infections can be acquired both in the community (Falagas et al., 2009; Chang et al., 2014) or associated with health care (Garazi et al., 2012). Like other nosocomial pathogens, *S. maltophilia* is associated with respiratory tract, soft tissue, and skin infections and can exacerbate the effects of other diseases and disorders such as chronic obstructive pulmonary disease (Denton and Kerr, 1998; Brooke, 2012). *S. maltophilia* is also multidrug resistant and antibiotic resistance genes have been found in clinical and environmental strains (Sánchez, 2015). Environmental isolates are found in bottled water, plant rhizospheres, a variety of soil types, and water sources (Denton and Kerr, 1998; reviewed in Brooke, 2012). Thus, *S. maltophilia* is found ubiqutiously, and the presence of intrinsic antibiotic resistance in combination with the recent increase in the prevelance of infections renders the study of its interaction with hosts a major priority.

Despite its biomedical significance, there is still much to be learned about how *S. maltophilia* influences host immune response. The nematode *Caenorhabditis elegans* has been shown to be an effective model for the study of host-pathogen interactions (reviewed in Irazoqui et al., 2010a; Marsh and May, 2012; Kim, 2013). We and others have discovered a pathogenic interaction between *C. elegans* and *S. maltophilia* (Fouhy et al., 2007; Thomas et al., 2013; Jankiewicz et al., 2016; White et al., 2016). Additionally, *Stenotrophomonas* and other Proteobacteria, dominate the *C. elegans* microbiome (Dirksen et al., 2016). Thus, the study of this interaction has both ecological and evolutionary significance. Previously, we found that while the *C. elegans* response to *S. maltophilia* has some common elements, aspects of the interaction are specific to individual *S. maltophilia* strains (White et al., 2016). Therefore, a major aim of this study was to identify genes that underlie strain specific nematode innate immune response. To do so, we used a transcriptomic approach to identify genes that were differentially expressed in the *C. elegans* response to pathogenic and non-pathogenic *S. maltophilia*.

Previous studies involving the transcriptomic response of *C. elegans* to a variety of bacteria provide evidence for a nematode innate immune response that involves both common and unique molecular mechanisms. The genes identified in these studies typically share common molecular functions, including those involved in ion channel activity, sugar and lipid binding, proteolysis, and lysozyme activity (Troemel et al., 2006; Wong et al., 2007; Coolon et al., 2009; Irazoqui et al., 2010b; Visvikis et al., 2014). This transcriptional response is shared between, and is specific to, different bacterial pathogens. For example, genes involved in stress response, insulin signaling and cell death are commonly differently expressed in *C. elegans* exposed to *Enterococcus faecalis, Erwinia carotovora*, and *Photorhabdus luminescens*, while only *E. faecalis* exposure is associated with a down-regulation of hormone receptors (Wong et al., 2007). Similarly, the *C. elegans* transcriptional response to *S. aureus, Pseudomonas aeruginosa*, and *Microbacterium nematophilum* included both common and unique genes (Irazoqui et al., 2010b). For example, some of the overlapping induced genes had functions in intracellular detoxification and iron sequestration, while genes that were expressed on *Staphylococcus aureus* and *P. aeruginosa* are associated with the expression of transferases, proteases and lipases (Irazoqui et al., 2010b). Thus, we also hypothesized that profiling *C. elegans* gene expression in response to *E. coli* and *S. maltophilia* isolates would further elucidate such common and unique mechanisms.

A common issue for the analysis of genes identified by transcriptional profiling is how to prioritize candidates for further study. The use of gene network models such as WormNet to prioritize genes for validation has been shown to be useful in the study of a variety of responses in nematodes, plants and humans (Lee et al., 2008, 2010a,b; Huttenhower et al., 2009; Zugasti et al., 2016). Specifically, genes that are connected in WormNet are likely to have similar loss of function phenotypes and the authors observed that gene connectivity was correlated with the frequency of non-viable RNA interference (RNAi) phenotypes (Lee et al., 2008). A similar approach using connectivity to predict function, helped to identify human proteins involved in macroautophagy through the query of a functional map with known autophagy proteins (Huttenhower et al., 2009). Thus, probabilistic network connections have proven predictive power and can aid in the identification of genes associated with similar traits and we have used this approach here to identify genes with functional significance for the *C. elegans—S. maltophilia* interaction. Genes with a greater number of connections within the probabilistic network model (generated via WormNet) were termed “hubs” (Özgür et al., 2010; Cho et al., 2014). We hypothesized that these hubs were critical to the nematode bacterial response because they were differentially expressed and central in the network. We then used mutations in several of these genes to show that all but one hub were in fact required on at least one of the *S. maltophilia* isolates tested. Several additional differentially expressed genes that are associated with enriched terms also had significant phenotypes. Most of the genes that had survival phenotypes have no documented role in *C. elegans* innate immune response, which supports the merit of using this approach. Our data reveals that the *C. elegans* innate immune response is specific to bacterial pathogenicity rather than taxonomic classification. This response includes functions and processes that have been shown to be involved in other nematode-bacterial pathogen interactions.

## Materials and methods

### Nematode strains

The following *C. elegans* strains containing the designated alleles were obtained from the Caenorhabditis Genetics Center (CGC): *N2*, LG I: *kcnl-2(ok2818)*, LG II: *acr-7(tm863), mpk-2(ok219)*, LG III: C48B4.1*(ok2619), numr-1(ok2239)*, LG IV: *dod-22(ok1918), clec-67(ok2770), lys-6(ok2075), tctn-1 (ok3021)*, LG V: *cpr-4(ok3413), gcy-14(pe1102), srw-145(ok495)* LG X: *acs-17(ok1562), lgc-11 (tm627)*. Strains containing *mpk-2*, C48B4.1*, dod-22, clec-67, lys-6*, and *cpr-4* were outcrossed four times and *acs-17* was outcrossed twice. Following each outcross, segregates were screened via PCR to obtain nematodes that were homozygous for the deletion allele at the desired locus. The inner and outer primer sequences used for screening are available from the CGC and WormBase. *N2* was used as the wild-type strain for outcrossing and survival analyses. This strain is kept frozen at −80°C and thawed yearly for experimentation.

### Bacterial strains and growth

*S. maltophilia* JCMS was isolated by our laboratory from a culture of *Mesorhabditis* sp. found in soils from Konza Prairie, near Manhattan, KS as previously described (White et al., 2016). *E. coli* OP50 was obtained from the CGC and *S. maltophilia* K279a from R. Ryan (University College Cork). All bacterial strains were frozen at −80°C upon retrieval and were thawed regularly for use in our experiments. *S. maltophilia* strains are naturally Ampicillin resistant and were streaked for colony isolation from frozen stock on Luria Broth (LB) agar containing 100 μg/mL Ampicillin to selectively prevent growth of other bacterial contaminants. *E. coli* OP50 was streaked on LB agar for colony isolation. For each bacterial strain, liquid LB was inoculated and shaken overnight at 32°C. Bacterial lawns used for survival were seeded on nematode growth medium (NGM) with bacterial culture at log/lag phase and grown overnight at room temperature.

### Nematode survival assays

Nematodes were reared and synchronized as L4s at 20°C on *E. coli* OP50 lawns. For survival analysis, 10–15 L4s were picked onto three to six replicate lawns of the treatment or control bacteria and maintained at 25°C. The number of surviving nematodes was recorded daily and death was determined by lack of motion in response to prodding with a platinum wire pick. Nematodes were picked to new bacterial lawns for the first 5–6 days after the start of the experiment to separate them from their progeny. Dead nematodes were removed upon discovery. Sample sizes (*N* = number of nematodes) varied due to the removal of replicates because of contamination and the removal of specimens that died via means other than the specified bacterial treatment, such as desiccation that occurs when nematodes leave the bacterial lawn and die at the plate edge. The presence of contamination was infrequent and was determined by observing bacterial lawn morphology. Kaplan-Meier estimates of survival over time and survival curve statistics using Cox proportional hazard tests were performed in R (Vienne, Austria: R Foundation for Statistical Computing). Survival curves can be statistically compared using the log-rank and Cox proportion hazard tests. Cox proportion hazard models were used to test the effect of independent variables such as genotype and bacteria on the hazard, a dependent variable defined as the probability of dying at a given time (Goel et al., 2010). Models were evaluated by testing for a non-zero slope and visualizing the Schoenfeld residuals. A non-zero slope is an indication of proportional hazard assumption violation and models were fit to the data aiming to meet that assumption.

### Bulk nematode RNA extraction

Synchronized wild-type nematodes were reared at 20°C on *E. coli* OP50 from egg to larval stage 4 (L4). L4s were then washed off the rearing plates with M9 buffer and placed onto several lawns of *S. maltophilia* JCMS, K279a or OP50. After 24 h of feeding on the treatment bacteria at 25°C, young adult nematodes were collected in M9 buffer and lysed in TRIzol® reagent (Life Technologies). Only non-contaminated, un-starved nematode populations were used. This bulk extraction was considered one biological replicate and was repeated four times for each bacterial treatment for the microarray experiment and three times for RT qPCR analyses. RNA extraction and DNAse treatment were performed using the PureLink RNA Mini Kit (Invitrogen) and on-column PureLink® DNase Treatment (Invitrogen). RNA quality was checked by visualizing 28S and 18S rRNA bands using gel electrophoresis and checking 260/280 and 260/230 absorbance ratios using a NanoDrop™ 2000 Spectrophotometer. RNA extraction was performed similarly for downstream applications.

### Reverse transcription quantitative polymerase chain reaction (RT qPCR)

Intact RNA was used for cDNA synthesis using a SuperScript® VILO cDNA Synthesis Kit (Invitrogen). RT qPCR was performed using the CFX96 Touch™ Real-Time PCR Detection System (BIO RAD). Each amplification reaction was performed in triplicate and three biological replicates of pooled bulk nematode RNA extraction were performed for each bacterial and nematode combination. We chose genes that had the potential to validate the pairwise comparisons between bacterial treatments depicted in Figure 1. These genes were chosen solely for the validation of the observed microarray expression pattern. Each gene was chosen based on its occurrence in one or two bacterial treatment comparisons, a minimum 2.5-fold change value (see Microarray analysis) and ease of primer efficiency optimization. The reference gene *csq-1* was used because it was not significantly differentially expressed between the bacterial treatments in this study. *csq-1* has also been shown to be a reliable reference gene (Wu et al., 2014) and primers for *csq-1* maintained a high efficiency across the different RT qPCR reactions required to amplify the target genes. 

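*csq-1* (F40E10.3), which encodes calsequestrin, had a normalized log2 intensity of 12.85 ± 0.20 (SD, n = 4) on JCMS, 12.93 ± 0.18 (SD, n = 4) on K279a and 12.85 ± 0.12 (SD, n = 3) on OP50. Its log2 difference was -0.07 (standard error 0.15, adjusted p = 0.796 from limma) for JCMS vs. K279a, 0.00 (standard error 0.16, adjusted p = 1 from limma) for JCMS vs. OP50 and 0.07 (standard error 0.15, adjusted p = 0.990 from limma) for K279a vs. OP50. On OP50 replicate 4, the array left out of the study's comparisons, *csq-1* was at 13.47. Over the 4 OP50 arrays its difference from OP50 was -0.15 on JCMS (adjusted p = 0.745) and -0.08 on K279a (adjusted p = 1).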

The efficiency of each primer pair was determined using a standard curve on each biological replicate of cDNA collected on JCMS, K279a, and OP50. The efficiencies of the target and *csq-1* primers were approximately equal (Applied Biosystems) and thus were assumed to be 100% during Δ*C*_T_ quantification. Primer sequences for *csq-1*, F53B2.8, W03F9.4, *ilys-3* (C45G7.3), and F08G2.5 were designed using Geneious ®6.1.8 and checked for specificity using NCBI BLAST (nucleotide collection nr/nt database) and are provided in Table S1. Differential expression was determined by comparing the 2^−ΔCT^ values for biological replicates of the target gene on *S. maltophilia* JCMS or K279a and *E. coli* OP50 in wild-type nematodes (Schmittgen and Livak, 2008). Statistical significance was determined with a Student's *t*-test assuming equal variance.

**Figure 1:**
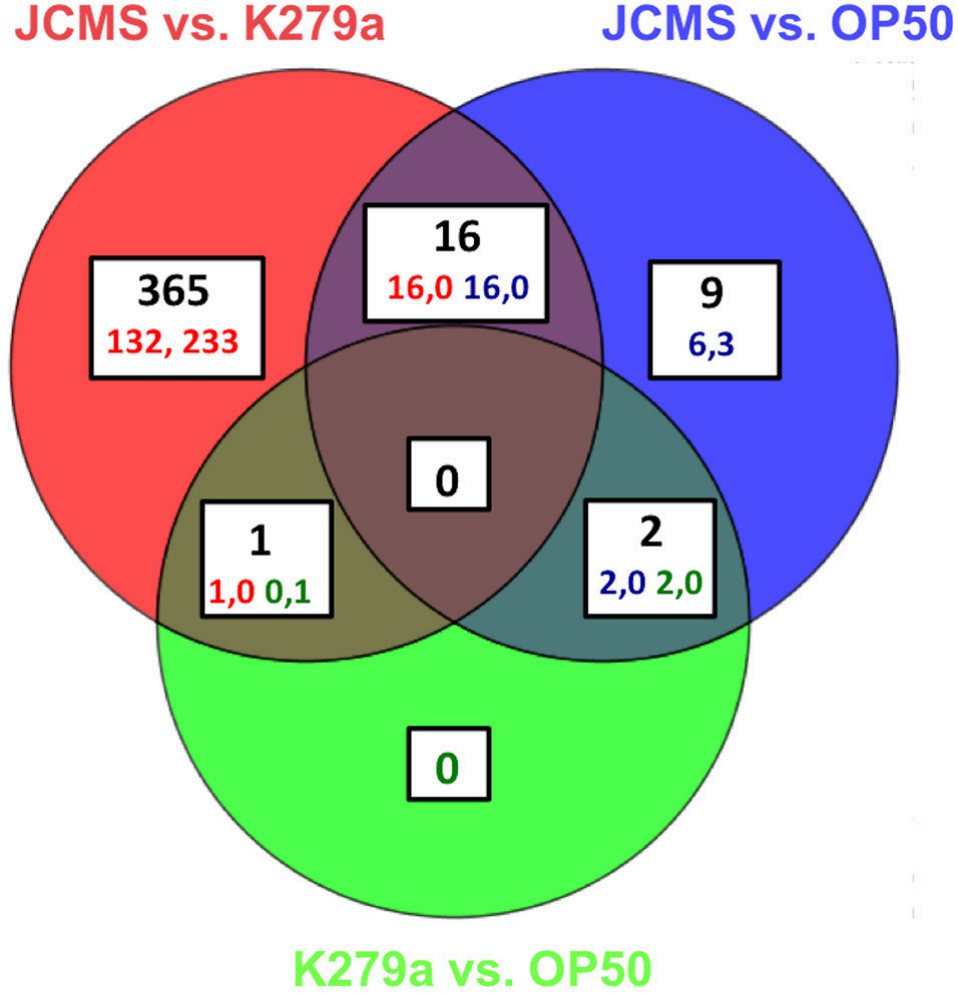
All significantly differentially expressed genes for wild-type nematodes fed *E. coli* OP50, *S. maltophilia* JCMS or K279a. Differential expression was determined on all pairwise comparisons of *C. elegans* adults exposed to *S. maltophilia* JCMS, *S. maltophilia* K279a and *E. coli* OP50. OP50 or K279a was the baseline treatment for each comparison. Statistical significance was determined using a moderated *T*-test and a Benjamini–Hochberg multiple testing correction with a 1.5-fold change cut off. The regulation and corrected p value for each gene is listed in Table S3. A gene was considered significantly differentially expressed if the corrected *p* < 0.05. 393 genes were significantly differentially expressed. The regulation (up, down) of each comparison is indicated for each category. The colored numbers indicate the number of comparisons, which are double for the three overlapping categories.

### Microarray target preparation for hybridization

cDNA was synthesized using the SMARTer PCR cDNA synthesis kit (Clontech), amplified and optimized using the Advantage 2 PCR Kit (Clontech). Two hundred and fifty nanograms of total RNA was reverse transcribed using a modified oligo dT primer and SMARTScribe reverse transcriptase, followed by second strand cDNA synthesis. PCR cycling parameters for second strand synthesis were optimized to ensure that the generated dsDNA remained in the exponential phase of amplification. The phase of amplification was evaluated by observing the double stranded cDNA smear of each sample using gel electrophoresis. Four biological replicates of pooled bulk nematode RNA extractions were used for each bacterial nematode combination. Double-stranded cDNA was purified using the PureLink™ Quick PCR Purification Kit (Invitrogen) and ethanol precipitation. DNA quality was checked by observing the 260/280 and 260/230 absorbance ratios using a NanoDrop™ 2000 Spectrophotometer. Purified cDNA was sent to NimbleGen Gene Expression Services (Roche NimbleGen Inc.) for fragmentation and hybridization on one *C. elegans* Gene Expression 12 × 135K chip containing 12 single color arrays (one array per biological replicate). Each array contained a total of 136,883 probes (5 to 6 probes per gene) representing the entire *C. elegans* transcriptome (23,196 genes).

### Microarray analysis

Summarized and baseline transformed files (NimbleGen) from all 12 arrays (4 per bacterial treatment) were uploaded into GeneSpring 12 (Agilent Technologies) and quantile normalized. 

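Before normalization the median intensity of a transcript differed between arrays, from the lowest on OP50 replicate 1 to the highest on JCMS replicate 4. The 5th percentile lay between 43 and 57 and the 95th between 11158 and 17549, so a bright transcript stood far above a dim one on every array. The deposited intensities are means over the probes of a transcript on the linear scale, before any normalization. They were converted to log2 and quantile normalized across all 12 arrays for the values given beside the results.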

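Arrays of animals on JCMS had the most similar profiles. Across transcripts, which are not independent replicates, the Pearson correlation of normalized log2 intensities between 2 JCMS arrays was 0.956 to 0.989 and between 2 K279a arrays 0.946 to 0.980. Among the 4 OP50 arrays it was 0.881 to 0.958, and 0.945 to 0.958 without OP50 replicate 4. The mean correlation of OP50 replicate 4 with the other 11 arrays was 0.915, and the means of those 11 were 0.949 to 0.962. On the first principal component, which held 31.9% of the variance, OP50 replicate 4 lay at -122, and the other 11 arrays lay between -28.7 and 59.6. The values of Table S2 equal the correlations of the deposited linear intensities before normalization, to within 5.19e-07.

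**Figure D1:**
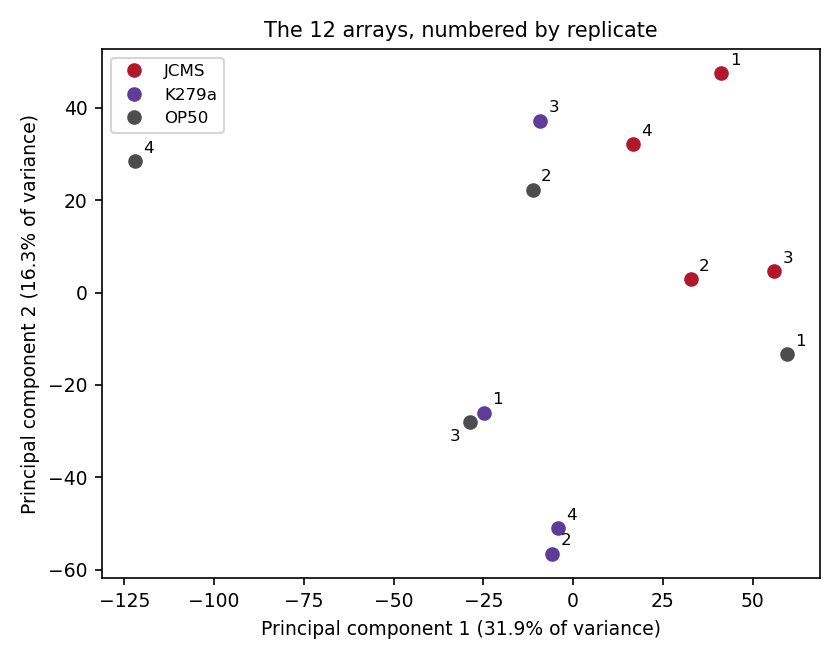
First and second principal components of the normalized log2 intensities of 23187 transcripts, with 1 point per array, colored by bacterium and numbered by replicate. OP50 replicate 4 lies at -122 on the first component, away from the other 11 arrays.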

Quality control results from principal components analysis, a correlation table and correlation coefficients were used to evaluate the similarity among biological replicates within each treatment (Table S2 and Figure S1). One biological replicate for nematodes exposed to *E. coli* OP50 was determined to be an outlier and removed from the analysis of differential expression. 

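Markers of the germline, early embryo, neurons and muscle, and a list of molting collagens, set OP50 replicate 4 apart. Relative to the mean of the 12 arrays, the median of 11 oocyte and germline genes on it was -0.59, against -0.38 to 0.52 on the other arrays, and the median of 42 early embryo genes was -0.62, against -0.23 to 0.24. The median of 13 molting collagens, a list drawn up after this array had been looked at, was 3.27, against -2.64 to 1.94. The 2 cuticle lists set beforehand did not part it from the others. All 196 collagens had a median of 0.18, against -0.38 to 0.58, and adult hypodermis markers one of 0.35, against -0.86 to 0.42. Markers of male-specific neurons had a median of 1.33, against -0.36 to 0.37, those of body wall muscle 0.90, against at most 0.34, those of ciliated neurons 1.14, against at most 0.75, and those of all neurons 0.72, against at most 0.23. In all, 5902 of its transcripts differed at least 2-fold from the mean of the other OP50 arrays. The paper does not number the replicate that it removed. With OP50 replicate 4 left out, all 29 fold changes of Table S3 for JCMS vs. OP50 and all 3 for K279a vs. OP50 were within 5% of the values computed here. With another OP50 array left out, or none, at most 7 of 29 and 0 of 3 were.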

Following outlier removal, the biological replicates were grouped by treatment. Bacterial treatments were then compared within GeneSpring using a moderated *T-*test (Baldi and Long, 2001) and a Benjamini-Hochberg multiple testing correction with a 1.5-fold change cut off. Genes with a 1.5-fold or greater change and a Benjamini–Hochberg corrected *p* < 0.05 were considered significant and are listed with their associated bacterial treatment comparison in Table S3. Microarray data was deposited in the Gene Expression Omnibus (GEO) archive with accession number GSE107272.

### Gene ontology and enrichment analysis

Significant enrichment of gene ontology (GO) terms was determined using DAVID Bioinformatics Resources 6.8, NIAID/NIH. GO enrichment analyses were performed on separate lists of 157 up-regulated and 237 down-regulated genes. These gene lists represent all differentially expressed genes among all bacterial treatments. We chose not to separate by comparison since 382 genes were differentially expressed between JCMS and K279a, which would leave a small and statistically unfavorable sample size for the other comparisons. ZK105.5 was significantly up regulated on *S. maltophilia* JCMS (2.03-fold, corrected *p* = 0.041) and down regulated on K279a (3.23-fold, corrected *p* = 0.047) as compared to expression on *E. coli* OP50 and was included in both lists used for enrichment analyses. 

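ZK105.5 was lowest on K279a. Its normalized log2 intensity was 7.34 ± 0.16 (SD, n = 4) on K279a, 8.36 ± 0.33 (SD, n = 4) on JCMS and 9.03 ± 0.10 (SD, n = 3) on OP50. The log2 difference was 1.02 (standard error 0.18, adjusted p = 0.0406 from limma) for JCMS vs. K279a and -1.69 (standard error 0.14, adjusted p = 0.0480 from limma) for K279a vs. OP50. For JCMS vs. OP50 it was -0.67 (standard error 0.21, adjusted p = 0.339 from limma). ZK105.5 was at 7.88 on OP50 replicate 4, and with all 4 OP50 arrays its difference from OP50 was -1.40 on K279a (adjusted p = 0.277) and -0.38 on JCMS (adjusted p = 0.600), neither past the threshold.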

The Functional Annotation Tool in DAVID was queried with separate lists of Wormbase ID numbers with the entire *C. elegans* transcriptome set as background. Nine up regulated genes and one down regulated gene were not mapped with annotations in DAVID and were excluded from the analysis (Table S4). Databases containing all biological process (BP), molecular function (MF), and cellular component (CC) GO terms were analyzed with and visualized using the Functional Annotation Chart view. Each GO term had an associated category, count of genes, percentage of genes, *p*-value (modified Fisher's exact test) and multiple testing corrected p values (Benjamini–Hochberg). GO terms with significant corrected *p*-values (*p* < 0.05) were considered enriched and only the most specific GO terms with unique gene sets were included (Table 1). Enriched gene lists for each term are included in Table S4.

**Table 1:** GO analysis of up and down regulated differentially expressed genes in response to *S. maltophilia* JCMS, K279a or *E. coli* OP50.

	**Term**	**Count**	**%**	**Fold enrichment**	**Benjamini-Hochberg**
**UP REGULATED GENES**					
BP	Response to stimulus	33	22.3	1.8	7.55E-03
	Response to stress	28	18.9	4.7	1.16E-10
	Innate immune response	26	17.6	15.0	7.76E-21
	Defense response to Gram-negative bacterium	6	4.1	13.2	4.85E-03
CC	Membrane raft	7	4.7	19.6	7.97E-05
**DOWN REGULATED GENES**					
BP	Single-organism metabolic process	39	16.5	1.84	1.20E-02
	Oxidation-reduction process	24	10.2	3.14	3.86E-04
	Flavonoid glucuronidation	7	3.0	7.69	1.42E-02
	Single-organism localization	35	14.8	1.79	3.05E-02
	Transmembrane transport	30	12.7	2.69	8.82E-04
	Ion transport	27	11.4	2.89	4.82E-04
	Ion transmembrane transport	22	9.3	3.37	3.10E-04
	Cation transport	17	7.2	3.07	1.00E-02
	Cation transmembrane transport	34	14.4	1.84	2.44E-02
	Inorganic ion transmembrane transport	17	7.2	3.77	1.14E-03
	Metal ion transport	15	6.4	4.55	6.54E-04
	Monovalent inorganic cation transport	12	5.1	3.90	1.35E-02
	Inorganic cation transmembrane transport	12	5.1	3.39	3.27E-02
	Potassium ion transmembrane transport	8	3.4	7.26	1.03E-02
MF	Transporter activity	31	13.1	2.18	9.05E-04
	Transmembrane transporter activity	29	12.3	2.42	3.21E-04
	Substrate-specific transmembrane transporter activity	24	10.2	2.49	1.18E-03
	Ion transmembrane transporter activity	22	9.32	2.76	7.36E-04
	Channel activity	23	9.75	4.34	8.84E-07
	Substrate-specific channel activity	22	9.32	4.59	1.19E-06
	Cation transmembrane transporter activity	15	6.36	2.55	2.01E-02
	Ion channel activity	21	8.90	4.55	1.35E-06
	Cation channel activity	14	5.93	4.77	1.90E-04
	Metal ion transmembrane transporter activity	12	5.08	3.41	8.85E-03
	Monovalent inorganic cation transmembrane transporter activity	11	4.66	3.35	1.58E-02
	Potassium ion transmembrane transporter activity	8	3.39	6.06	5.04E-03
	Oxidoreductase activity	24	10.2	2.88	1.83E-04
	Monooxygenase activity	14	5.93	9.64	4.19E-07
	Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen	13	5.51	6.77	1.79E-05
	Steroid hydroxylase activity	5	2.12	8.97	2.02E-02
	Heme binding	13	5.51	5.76	8.69E-05
	Transmembrane receptor activity	28	11.9	2.02	6.82E-03
	Gated channel activity	13	5.51	4.84	3.29E-04
	Ligand-gated ion channel activity	9	3.81	4.69	8.33E-03
	Extracellular ligand-gated ion channel activity	8	3.39	4.74	1.48E-02
	Excitatory extracellular ligand-gated ion channel activity	6	2.54	5.38	4.11E-02
	Extracellular-glutamate-gated ion channel activity	4	1.69	10.91	4.44E-02
	Glucuronosyltransferase activity	7	2.97	6.45	8.79E-03
	Transmembrane signaling receptor activity	24	10.2	1.87	3.43E-02
	Iron ion binding	14	5.93	7.89	1.27E-06
CC	Membrane	104	44.1	1.35	1.51E-05
	Membrane part	102	43.2	1.39	6.28E-06
	Cell periphery	34	14.4	2.04	1.45E-03
	Plasma membrane part	23	9.7	2.09	1.37E-02
	Integral component of membrane	101	42.8	1.46	8.27E-07
	Synaptic membrane	5	2.1	7.47	4.68E-02
	Integral component of plasma membrane	20	8.5	2.40	9.82E-03
	Ion channel complex	8	3.4	5.60	1.11E-02

*148 up and 236 down regulated genes were analyzed with the functional annotation tool using databases containing all biological process (BP), molecular function (MF) and cellular component (CC) GO terms and visualized using the Functional Annotation Chart view in DAVID Bioinformatics Resources 6.8. Significant Fold-enrichment and Benjamini-Hochberg corrected p-values (implemented by DAVID to control for multiple testing) are reported. Only GO terms with a corrected p < 0.05 are shown and additional significantly differentially expressed isoforms of the same gene were not included in the analysis. Gene lists for each term are included in Table S4. Indention indicates relative parent-child term relationships with parent terms listed first and left most in the “Term” column. Parent terms such as “response to stress” are more generalized and encompass child terms with more specificity such as “defense response to Gram-negative bacterium.” Note that the degree of indention does not reflect absolute GO term levels between groups of terms and a term may have more than one parent term. The “Count” column is number of unique genes corresponding to each term. Percent is that of the total number analyzed*.

### Tissue enrichment analysis

Significant tissue/anatomy term enrichment analysis (TEA) was also performed on separate lists of up and downregulated genes, as described above, using Wormbase Version WS260 and the Wormbase ID numbers of the differentially expressed genes (Angeles-Albores et al., 2016). One hundred and thirty-six of one hundred fifty-seven up and 204 of 237 down regulated genes had annotated data and were included in statistical analysis (Table S4). Significant fold change enrichment and a standard FDR (false discovery rate) correction using a Benjamini-Hochberg algorithm were reported in TEA output as q values. Only anatomy terms with a *q* < 0.05 are reported in Table 2.

**Table 2:** Tissue enrichment analysis of up and down regulated genes.

**Tissue**	**Count**	**%**	**Fold enrichment**	**Benjamini–Hochberg**
**UP REGULATED GENES**				
Intestine	77	56.6	2.5	<1.0E-06
Muscular system	44	32.4	1.6	2.80E-02
Outer labial sensillum	31	22.8	2	0.016
PVD	31	22.8	2	0.016
Striated muscle	18	13.2	2.3	0.023
AVA	10	7.4	3.2	0.023
**DOWN REGULATED GENES**				
Intestine	92	45.1	1.4	0.027
Amphid sensillum	67	32.8	1.4	0.041
Lateral ganglion	48	23.5	1.9	0.00081
ASE	40	19.6	1.9	0.0032
AWB	20	9.8	2	0.029
Inner labial sensillum	17	8.3	3.2	0.00081
IL2 neuron	16	7.8	3.7	0.00058
Ray	16	7.8	3.3	0.00081
Hook sensillum	15	7.4	3.7	0.00058
Amphid sheath cell	15	7.4	2.1	0.055
CEM	14	6.9	3.5	0.00081
AVE	13	6.4	2.5	0.025

*136 up and 204 down regulated genes were queried for Tissue Enrichment Analysis (TEA) at Wormbase (Version WS258). The number of genes associated with each anatomy term/tissue (count), fold change enrichment and a standard FDR correction (Benjamini-Hochberg corrected p values < 0.05) are reported. Percentage of the analyzed genes was calculated using the associated count data. Anatomy term definitions are as follows: PVD, Posterior interneurons; AVA and AVE, Interneurons in the lateral ganglia; ASE and AWB, Ciliated neurons that are part of the amphid sensilla; IL2 neuron, Ciliated neurons of the inner labial sensilla, Hook sensillum, and Ray, male sensory organs; CEM, Neuron class of four male-specific neurons*.

## Results

### *C. elegans* gene expression profiles are driven by bacterial pathogenicity

Previous studies on the interaction of *C. elegans* with pathogenic bacteria suggested that the accumulation of living bacteria in the intestine plays a large role in nematode pathogenesis (Garsin et al., 2001; Sifri et al., 2005). Furthermore, we previously observed that the pathogenic *S. maltophilia* isolate JCMS causes a significantly higher bacterial load 24 h post exposure as compared to other, less virulent *S. maltophilia* strains and the standard laboratory food *E. coli* OP50 (White et al., 2016). There is also a known decline in immune response with aging (Youngman et al., 2011) and an increase in putative pathogen recognition genes in *C. elegans* at 8 h in response to the bacterial pathogen *S. aureus* (Visvikis et al., 2014). Thus, we reasoned that 24 h of exposure represented an intermediate time point between pathogen detection and a gene signature that reflects the natural process of immune deterioration. 

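Wild-type *C. elegans* were kept for 24 h at 25 °C on the virulent *S. maltophilia* strain JCMS, on the avirulent strain K279a or on *E. coli* OP50, the standard laboratory food. RNA of whole animals from 4 biological replicates per bacterium was measured on 12 arrays, 1 per replicate, which hold probes for 23187 transcripts of 20018 genes. Most transcripts, 21036 of them, had 6 probes. Differences between 2 bacteria are given as log2 differences of normalized intensities with their standard error, over 4 JCMS, 4 K279a and 3 OP50 arrays, and then with all 4 OP50 arrays. A transcript was past the threshold at an adjusted p under 0.05 over all transcripts from limma's moderated test and a change of at least 1.5-fold, and a gene was counted once. Members of a gene list were counted in the same way. A list as a whole was compared with all other genes by camera, with a preset correlation of 0.01 between the genes of a list and again with that correlation estimated, and fry tested whether its genes moved, on balance, one way. The number of arrays limits the precision. Data were simulated once per comparison, with each transcript's spread taken over the 3 groups together and 100 changed transcripts for each fold. In them limma found 33% of 2-fold and 84% of 4-fold changes for JCMS vs. K279a. It found 18% and 73% for JCMS vs. OP50 and 19% and 58% for K279a vs. OP50. The 2 comparisons with OP50 were simulated alike, so the gap between their shares comes from the draw.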

To gain insight on how *C. elegans* combats exposure to JCMS, we conducted a transcriptomic study in which wild-type nematodes were exposed to *S. maltophilia* JCMS, *S. maltophilia* K279a and *E. coli* OP50 for 24 h. Gene expression was determined using microarrays for pairwise comparisons of all bacterial treatments. Four hundred fifty-four significantly differentially expressed transcripts representing 393 unique genes were identified (Figure 1, Table S3). 

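F10A3.1 and the F-box genes *fbxa-161* (C08E3.4) and *fbxa-163* (C08E3.6) were higher on JCMS than on both other bacteria. The log2 difference of F10A3.1 was 4.35 (standard error 0.37, adjusted p = 0.00268) from K279a and 4.61 (standard error 0.49, adjusted p = 0.0275) from OP50. For *fbxa-161* it was 3.83 (standard error 0.15, adjusted p = 8.89e-05) and 3.52 (standard error 0.20, adjusted p = 0.00370), and for *fbxa-163* 4.33 (standard error 0.23) and 3.74 (standard error 0.38). In all, 376 genes passed the threshold in at least 1 comparison, with 45 (without JCMS replicate 2) to 1102 (without K279a replicate 3) when 1 array was left out. Of these, 348 passed it only for JCMS vs. K279a, 9 only for JCMS vs. OP50, 16 for both, 2 for both comparisons with OP50, and ZK105.5 for both comparisons with K279a. The 16 shared genes were all higher on JCMS, where independent lists of these sizes would share 0.176 higher genes. Both comparisons use the same JCMS arrays, so the lists are not independent. In 20 simulations with shared arrays and no effect the mean overlap was 0, but data without effects give few calls to share. With the JCMS arrays divided between the comparisons limma called 0 genes in both, but each fit then had fewer JCMS arrays. Neither result decides how much of the overlap comes from the shared arrays. With all 4 OP50 arrays the total was 377 genes. F10A3.1 (log2 difference 4.65, adjusted p = 0.0185) and *fbxa-161* (3.19, adjusted p = 0.0242) were then still past the threshold against OP50, and *fbxa-163* (3.33, adjusted p = 0.0617) was not.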

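Animals on JCMS and K279a differed in 365 genes (403 transcripts), with a median change of 2.15-fold and a largest of 20.3-fold. *fbxa-162* (C08E3.5), another F-box gene, had a log2 difference of 3.52 (standard error 0.27, adjusted p = 0.00268), F49H6.13 one of 3.13 (standard error 0.25, adjusted p = 0.00268) and K11H12.3 one of 3.00 (standard error 0.31, adjusted p = 0.00771), each higher on JCMS. T22F3.11 also was higher on JCMS, at 12.78 ± 0.46 (SD, n = 4), than on K279a, at 9.23 ± 0.90 (SD, n = 4; limma adjusted p = 0.0149). Its intensity on OP50 was 14.62 ± 0.41 (SD, n = 3), and 15.07 on OP50 replicate 4. Of the 403 transcripts, 275 had an adjusted p above 0.03. The count of genes moved by more than 1.5 times with each of the 8 arrays left out in turn, from 42 without JCMS replicate 2 to 1095 without K279a replicate 3.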

Three hundred eighty-two of these genes were identified in comparisons of the two *S. maltophilia* strains, K279a and JCMS. Of these, 149 were up-regulated on JCMS and 233 genes were down-regulated. 

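On JCMS, 147 genes were higher and 218 lower than on K279a. The largest decreases were those of *tag-293* (C03G6.13), at -3.66 on the log2 scale (standard error 0.58, adjusted p = 0.0308 from limma), and *spp-12* (T22G5.7), a saposin-like gene, also at -3.66 (standard error 0.44, adjusted p = 0.0138 from limma). The C-type lectin gene *clec-70* (Y46C8AL.3) was at -2.64 (standard error 0.40), the chemoreceptor gene *str-116* (F07B10.2) at -2.55 (standard error 0.21), the ferritin gene *ftn-1* (C54F6.14) at -2.33 (standard error 0.45) and the lipid binding protein gene *lbp-8* (T22G5.6) at -2.30 (standard error 0.44), with adjusted p = 0.0488 or lower from limma. Among 258 C-type lectin genes, 4 were higher and 6 lower (7 and 18 when adjusted over the list alone), and camera did not separate this list from other genes (adjusted p = 0.526). Without a normalization between arrays, 51 genes passed the threshold, 30 of them higher.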

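W03F9.4 was higher on both *S. maltophilia* strains than on OP50. Its log2 difference was 3.52 (standard error 0.20, adjusted p = 0.00370 from limma) on JCMS and 3.75 (standard error 0.19, adjusted p = 0.00454 from limma) on K279a. *cyp-13A12* (F14F7.3), a cytochrome P450 gene, was also higher on both, by 1.80 (standard error 0.16, adjusted p = 0.0141 from limma) and 2.48 (standard error 0.16, adjusted p = 0.0119 from limma). On JCMS, Y41D4B.18 was higher by 3.18 and the alpha tubulin gene *tba-7* (T28D6.2) by 1.57. All 3 transcripts of *acs-1*, which encodes a fatty acid CoA synthetase, were lower on JCMS, at -2.03, -2.14 and -2.47, as were T08G5.1, at -2.54, and the C-type lectin gene *clec-28* (F49A5.5b), at -1.35. In all, 24 genes were higher and 3 lower on JCMS than on OP50, and 2 were higher and 1 lower on K279a. With 1 array left out, limma gave 2 genes on JCMS without its replicate 1, 2 or 4 and 26 at most, and on K279a 0 without its replicate 1 and 6 at most. With all 4 OP50 arrays, 24 genes passed the threshold on JCMS, 18 of them the same, and 6 on K279a, 0 of them the same. W03F9.4, at 11.63 on OP50 replicate 4 and 9.31 ± 0.35 (SD, n = 3) on the others, was then 2.94 higher on JCMS (adjusted p = 0.101) and 3.17 higher on K279a (adjusted p = 0.173), and *cyp-13A12*, at 12.94 on that array, did not pass the threshold in either comparison (adjusted p = 0.347 and 0.440). *acs-1* was at -1.79 to -2.16 (adjusted p = 0.0617 or lower, none past the threshold), and *tba-7* at 1.23 (adjusted p = 0.217).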

Twenty-seven genes were differentially expressed between JCMS and OP50 (24 up-regulated and 3 down-regulated) and 3 (2 up regulated and 1 down-regulated) between K279a and OP50 (Figure 1, Table S3. The small number of differentially expressed genes identified between *E. coli* OP50 and each of the *S. maltophilia* strains was surprising as the strains belong to different orders of gammaproteobacteria and display different levels of virulence to *C. elegans*. However, we have observed K279a to be less virulent than OP50 and neither caused a substantial bacterial load within the nematode (White et al., 2016). Thus, the majority of the observed transcriptional response appeared to be caused by differences in bacterial pathogenicity rather than taxonomy.

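Genes higher on JCMS than on K279a were mostly nearer to their K279a than to their JCMS level on OP50. For the 156 transcripts past the threshold and higher on JCMS, the level on OP50 lay a median 13.8% of the way from K279a to JCMS, and for the 247 lower ones 42.8%. The level on OP50 was nearer to K279a for 122 of the 156, of which 50 lay beyond K279a, and 141 of the 247, of which 36 did, and with OP50 replicate 4 for 130 of the higher ones, with the lower ones a median 23.3% of the way. B0024.4, for example, was at 14.21 ± 0.15 (SD, n = 4) on JCMS, 12.07 ± 0.43 (SD, n = 4) on K279a and 12.18 ± 0.61 (SD, n = 3) on OP50, and at 12.19 on OP50 replicate 4. Regardless of p, 4463 transcripts differed at least 1.5-fold for JCMS vs. K279a, 3074 for JCMS vs. OP50 and 2547 for K279a vs. OP50. With all 4 OP50 arrays the last 2 were 4903 and 2264, so JCMS vs. OP50 was then above JCMS vs. K279a. When 1 spread was estimated over all 3 groups, 190, 148 and 42 genes passed the threshold in these comparisons. From the small numbers of genes in the comparisons with OP50 and the low virulence of K279a, the paper proposes that most of the response was caused by pathogenicity rather than taxonomy.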

### Validation of expression profiles

Although we identified many differentially expressed genes between JCMS and K279a, the small number of genes identified in the JCMS vs. OP50 comparison was surprising. To further investigate the distribution of differentially expressed genes observed in each category, we validated several genes that were identified in one or two bacterial treatment comparisons. The genes chosen for validation occurred in at least one bacterial treatment comparison, had a minimum 2.5-fold change value and were amplified by primers that achieved consistently high efficiency across reactions. The genes and comparisons were: F08G2.5 up-regulated on JCMS vs. K279a, *ilys-3* down-regulated on JCMS vs. K279a, F20G2.5 up-regulated on JCMS vs. OP50, F53B2.8 up-regulated on JCMS vs. K279a and JCMS vs. OP50, and W03F9.4 up-regulated on K279a vs. OP50 and JCMS vs. OP50 (Table S3). 

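Of the genes taken to RT qPCR, F08G2.5 had a log2 difference of 3.69 (standard error 0.27, adjusted p = 0.00197 from limma) and F53B2.8 one of 0.93 (standard error 0.15, adjusted p = 0.0315 from limma) for JCMS vs. K279a. *ilys-3* (C45G7.3), an invertebrate-type lysozyme gene, had one of -2.65 (standard error 0.49, adjusted p = 0.0422 from limma), and W03F9.4, at 12.83 ± 0.13 (SD, n = 4) on JCMS and 13.06 ± 0.14 (SD, n = 4) on K279a, did not pass the threshold (limma adjusted p = 0.336). F53B2.8 was 1.52 higher on JCMS than on OP50 (standard error 0.16, adjusted p = 0.0270 from limma). It was at 12.90 ± 0.19 (SD, n = 3) on OP50 and at 14.09 on OP50 replicate 4. Over 4 OP50 arrays the difference was 1.23 (adjusted p = 0.178). The study chose these genes on the same arrays, so their values are not independent evidence.

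**Figure D2:**
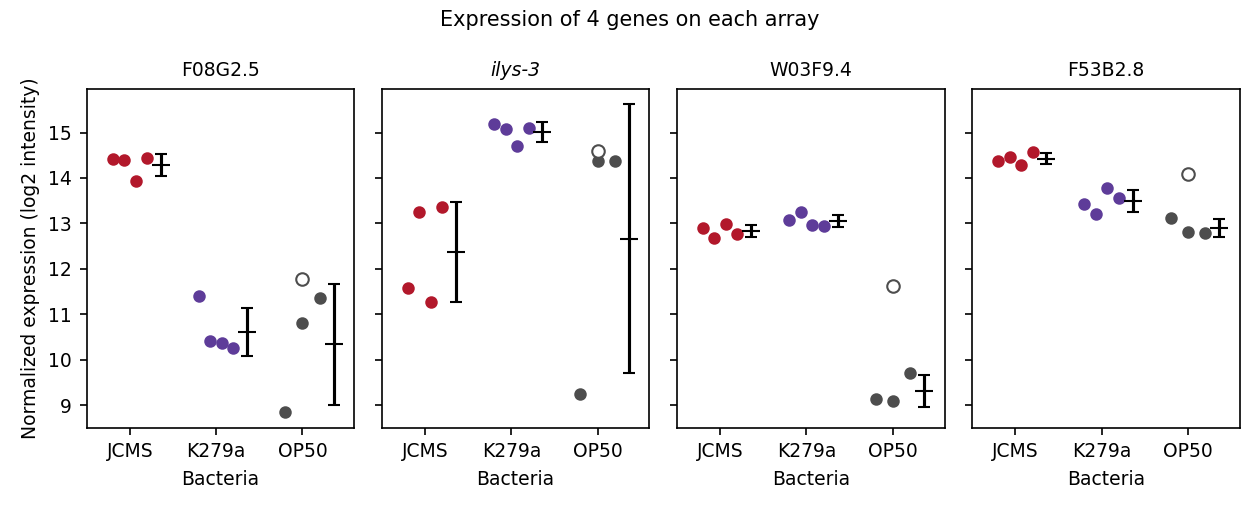
Normalized log2 intensity of 4 genes on each of the 12 arrays, with filled points for the arrays used, an open point for OP50 replicate 4, and a bar with error bars for the mean and SD of the filled points. F08G2.5 is higher on each of the 4 JCMS arrays than on each of the others, and *ilys-3* on OP50 replicate 1 lies at 9.24, below the other OP50 arrays.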

The significance and regulation pattern of all genes except F20G2.5 were validated using RT qPCR (Figure 2). While we observed that F20G2.5 was up-regulated in response to JCMS vs. OP50 (data not shown), most of the Cq-values in response to OP50 were outside the range of detection and this gene was not included in Figure 2. 

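F20G2.5 was 2.45 higher on JCMS than on OP50 on the log2 scale (standard error 0.26, adjusted p = 0.0277 from limma). Its normalized log2 intensity was 13.05 ± 0.34 (SD, n = 4) on JCMS, 11.74 ± 0.54 (SD, n = 4) on K279a and 10.60 ± 0.41 (SD, n = 3) on OP50. The differences for JCMS vs. K279a, 1.31 (standard error 0.29, adjusted p = 0.0653), and for K279a vs. OP50, 1.14 (standard error 0.34, adjusted p = 0.591), did not pass the threshold. With OP50 replicate 4, at 12.07, the difference between JCMS and OP50 was 2.08 (adjusted p = 0.112).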

F08G2.5 and *ilys-3* were also significantly differentially expressed between OP50 as compared to JCMS or K279a, which was detected using the microarray, but was not statistically significant. Thus, most of the expression differences for the selected genes were authenticated, suggesting that the overall expression pattern was correct.

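F08G2.5 on JCMS was 3.95 above OP50 on the log2 scale (standard error 0.56, adjusted p = 0.0689 from limma), and on K279a 0.27 above it (standard error 0.61, adjusted p = 0.992 from limma). Its intensity on the OP50 arrays was 10.34 ± 1.33 (SD, n = 3), and 11.77 on OP50 replicate 4. *ilys-3* on K279a was 2.36 above OP50 (standard error 1.21, adjusted p = 0.906 from limma) and on JCMS, at 12.37 ± 1.10 (SD, n = 4), -0.29 from it (limma adjusted p = 0.973). The OP50 arrays were at 12.66 ± 2.96 (SD, n = 3) for *ilys-3*, and OP50 replicate 4 at 14.59. When that array was included, F08G2.5 was at 3.60 (adjusted p = 0.0816) and -0.09 (adjusted p = 1), and *ilys-3* on JCMS at -0.78 (adjusted p = 0.785) and on K279a at 1.87 (adjusted p = 1). Without OP50 replicate 1, F08G2.5 was past the threshold on JCMS, at 3.21 (adjusted p = 0.0214). *ilys-3* was at 14.37 on each of OP50 replicates 2 and 3, so without replicate 1 its mean on JCMS lay further below OP50 (adjusted p = 0.303) and that on K279a 0.65 above it (adjusted p = 0.537).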

**Figure 2:**
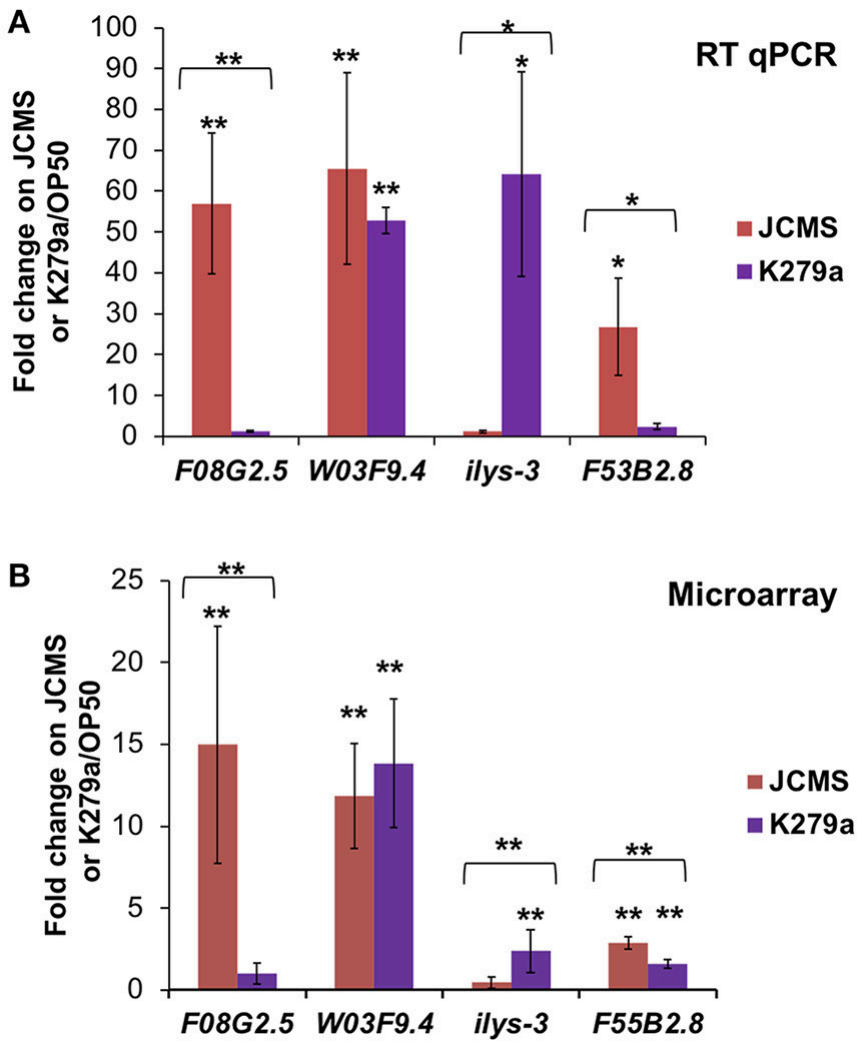
RT qPCR of several significantly differentially expressed genes validates the microarray dataset. Expression of F08G2.5, W03F9.4, *ilys-3*, and F53B2.8 in wild-type nematodes exposed to *S. maltophilia* JCMS (red) or K279a (purple). **(A)** RT qPCR **(B)** Microarray. Fold change is shown in reference to expression on *E. coli* OP50. Statistical significance (*p* < 0.05^**^ or 0.1^*^) was determined with a Student's *t*-test assuming equal variance. Asterisk(s) above the error bars: expression on JCMS or K279a was significantly different from on OP50. Asterisk(s) above a bracket: expression level of nematodes exposed to JCMS was significantly different from those exposed to K279a. The comparisons validated from the microarray experiment (Figure 1, Table S3) are as follows: F08G2.5 up-regulated on JCMS vs. K279a, *ilys-3* down-regulated on JCMS vs. K279a, F53B2.8 up-regulated on JCMS vs. K279a and OP50 and, W03F9.4 down-regulated on OP50 vs. K279a and JCMS.

### Gene ontogeny enrichment analyses

As an initial step to characterize the list of differentially expressed genes, we performed GO term enrichment analysis using DAVID (Huang et al., 2008, 2009). Of the 393 differentially expressed genes, 97.5% were mapped to annotations in DAVID and were used in enrichment analysis (Table S4). Of the annotated up regulated genes, 22.3, 18.9, and 4.7% were associated with biological process (BP) terms response to stimulus or stress and/or cellular component term membrane raft (Table 1). 

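The infection response gene *irg-1* (C07G3.2) and *numr-1* (F08F8.5), a nuclear localized metal responsive gene, were higher on JCMS than on K279a. *irg-1* had a log2 difference of 2.17 (standard error 0.36, adjusted p = 0.0336 from limma), and *numr-1* had one of 1.46 (standard error 0.23, adjusted p = 0.0306 from limma). In a list of 15 infection response genes, many of them under the p38 kinase PMK-1, 3 were higher and 0 lower (3 when adjusted over the list alone), with a median of 0.31. The 3 are *irg-1*, *clec-67* (F56D6.2) and *dod-22* (F55G11.5), and the study itself picked *clec-67* and *dod-22* from these arrays. The list was higher by camera (adjusted p = 0.00284), but not with an estimated correlation (adjusted p = 0.382 with an estimated correlation). Of the F-box A genes, 10 were higher and 2 lower (19 and 5 when adjusted over the list alone), with a median of 0.05 and 85 genes below 0. This list was higher by camera (adjusted p = 0.0431, and adjusted p = 0.454 with an estimated correlation). Camera called the F-box B and C genes, 129 below 0 and 32 above, lower (median -0.27, adjusted p = 3.02e-06, and adjusted p = 0.446 with an estimated correlation), with 0 past the threshold by limma (0 when adjusted over the list alone). Fry called the infection response list higher (adjusted p = 0.0304). It called neither the F-box A genes (adjusted p = 0.0727) nor the F-box B and C genes (adjusted p = 0.0949). Of the 25 genes on the arrays that the paper annotates with innate immune response, 20 were higher (25 when adjusted over the list alone), and 5 of its 6 genes of defense against Gram-negative bacteria were higher (6 when adjusted over the list alone). The study took those 2 lists from its own calls on these arrays, so their direction is not independent evidence.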

More specifically, 17.6 and 4.1% are involved in innate immunity and/or defense response to Gram-negative bacterium. These enriched terms were expected since most of these genes are differentially expressed in response to virulent vs. avirulent bacteria (Figure 1 and Table S3). For the down regulated genes, membrane (44.1%), membrane part (43.2%), and integral component of membrane (42.8%) terms were associated with the highest percentage of genes (Table 1). These cellular component terms correlated well with some biological process (ion, cation, inorganic cation, inorganic ion, and/or potassium ion transmembrane transport) and molecular function (ion, cation, and/or metal ion transmembrane transporter, receptor and/or signaling receptor activity) terms. 

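The channel genes *twk-9* (ZK1251.8), *glr-1* (C06E1.4), *glr-5* (ZC196.7) and *lgc-38* (F11H8.2) were lower on JCMS than on K279a. Among 67 potassium channel genes, 7 were lower and 0 higher (18 lower and 1 higher when adjusted over the list alone), with a median of -0.29. The 2-pore channel gene *twk-9* was at -1.35 (standard error 0.20, adjusted p = 0.0288 from limma). Of 95 genes of ligand-gated ion channels, 5 were lower and 0 higher (20 lower when adjusted over the list alone), with a median of -0.31. They included the glutamate receptor genes *glr-1*, at -1.07 (standard error 0.17, adjusted p = 0.0304 from limma), and *glr-5*, at -0.94 (standard error 0.13, adjusted p = 0.0239 from limma), and *lgc-38*, at -1.08 (standard error 0.19, adjusted p = 0.0413 from limma). Camera called both lists lower (adjusted p = 3.02e-06 and 1.34e-08), but neither with an estimated correlation (adjusted p = 0.384 and 0.379 with an estimated correlation). Fry, which does not compare a list with other genes, called both lower (adjusted p = 0.0369 and 0.0210). Of the 20 genes on the arrays that the paper annotates with ion channel activity, 17 were lower (20 when adjusted over the list alone), and of its 24 with transmembrane signaling receptor activity 22 were (24). The study chose these on the same arrays, so their direction is not independent evidence.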

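The cytochrome P450 genes *cyp-13A6* (T10B9.3) and *cyp-14A4* (R04D3.1) and the UDP-glucuronosyltransferase genes *ugt-51* (C03A7.11) and *ugt-15* (C44H9.1) were lower on JCMS than on K279a. Of 76 cytochrome P450 genes, 12 were lower and 0 higher (21 lower when adjusted over the list alone), with a median of -0.40. *cyp-13A6* was at -2.60 (standard error 0.27, adjusted p = 0.00771 from limma) and *cyp-14A4* at -2.15 (standard error 0.29, adjusted p = 0.0198 from limma). Of 67 UDP-glucuronosyltransferase genes, 6 were lower and 1, *ugt-31* (Y39G10AR.6), was higher (20 and 1 when adjusted over the list alone), with *ugt-51* at -2.25 and *ugt-15* at -2.17. Camera called both lists lower, with adjusted p = 2.27e-11 and 8.14e-08, and neither was called with an estimated correlation (adjusted p = 0.379 with an estimated correlation for each). Both were lower by fry (adjusted p = 0.0174 and 0.0234). Of 47 glutathione S-transferase genes, 0 passed the threshold by limma (0 when adjusted over the list alone), with a median of -0.10 and camera's adjusted p at 0.0472, and 0.454 with an estimated correlation. Of 16 lysozyme genes, 4 were lower and 0 higher (6 lower and 2 higher when adjusted over the list alone), among them *lys-5* (F58B3.2), at -1.95, and *lys-10* (F17E9.11), at -0.92. This list was lower by camera (adjusted p = 0.0132, and 0.379 with an estimated correlation). On JCMS it was not called against OP50, with 8 genes above 0 and 8 below (median 0.003, camera adjusted p = 0.466). On K279a 14 genes were above OP50 and 2 below (median 0.13), and camera called the list higher (adjusted p = 0.000622, and 0.8005 with an estimated correlation). Mean *lys-10* was 13.86 on JCMS and 11.51 on OP50, and mean *lys-5* was 11.53 and 12.68.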

Taken together, these results suggest that in response to *S. maltophilia* JCMS, *C. elegans* down regulates genes involved in membrane transport and oxidation-reduction and, up regulates genes that have a role in interacting with bacteria.

We also performed tissue enrichment analysis (TEA) using the TEA tool available at Wormbase (Table 2). 86.5% of the differentially expressed genes had the annotations necessary for statistical analysis. 56.6% of the up regulated genes and 45.1% of the down regulated genes are localized to the intestine which is the tissue where dysbiosis between bacterial prey and nematode predator is likely to occur first. The muscular system, outer labial sensillum, striated muscle as well as the AVA and PVD interneurons that run the length of the body also have genes with increased expression. On the other hand, the down regulated genes are localized to the amphid sensory structure, including the ASE and AWB sensory neurons as well as the amphid sheath cell. 

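Marker genes of body wall muscle did not separate JCMS from K279a, and those of the intestine did by fry and not by camera. The median log2 difference of 10 muscle genes was 0.17, with 0 past the threshold by limma (0 when adjusted over the list alone), and the adjusted p was 0.350 by camera and 0.582 by fry. For 10 intestine genes the median was -0.12 and camera's adjusted p 0.271, with 0 genes past the threshold (1 higher and 1 lower when adjusted over the list alone). Fry called this list lower (adjusted p = 0.0449, and 0.000958 when direction was set aside), and camera with an estimated correlation did not call it (adjusted p = 0.446). In the intestine list, *ifb-2*, an intermediate filament gene, was at 0.60 (standard error 0.12, adjusted p = 0.0553 from limma) and the peptide transporter gene *pept-1* (K04E7.2) at -0.47 (standard error 0.13, adjusted p = 0.101 from limma). These lists are not the tissue annotation used by the paper.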

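*bbs-2* (F20D12.3), a marker gene of ciliated sensory neurons, the class that includes the amphid neurons, was lower on JCMS than on K279a. The median of 15 such markers was -0.62, and 1 was lower and 0 higher (7 lower and 1 higher when adjusted over the list alone). *bbs-2* was at -0.87 (standard error 0.16, adjusted p = 0.0406 from limma), and *che-11* (C27A7.4), at -1.08 (standard error 0.21, adjusted p = 0.0501 from limma), was just outside the threshold. The chemoreceptor gene *str-162* (E03H12.1) was at -1.43 (standard error 0.12, adjusted p = 0.00268 from limma). Of 1336 chemoreceptor genes, 3 were higher and 14 lower (3 and 11 when adjusted over the list alone). Their median was only -0.06, with 531 genes above 0 and 805 below. Over all 20018 genes 218 were lower, a similar share. Camera called both lists lower (adjusted p = 9.11e-05 and 0.0190), but neither with an estimated correlation (adjusted p = 0.379 with an estimated correlation for each). Both were lower by fry (adjusted p = 0.0210 and 0.0369).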

Down regulated genes are also localized to the inner labial and hook sensilla, including the IL2 sensory neurons, lateral ganglion, ray sensillum and the head sensory CEM cells that secrete pheromones as well as the AVE ventral cord interneurons involved in locomotion. Thus, these data reveal a sensory tissue specific decrease in expression and an increase of expression in tissues involved in locomotion.

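The neuropeptide genes *flp-11* (K02G10.4a) and *nlp-16* (T13A10.5) were lower on JCMS than on K279a. Of 149 neuropeptide genes, 4 were lower and 0 higher (18 lower and 3 higher when adjusted over the list alone), with a median of -0.39. *flp-11* was at -0.82 (standard error 0.13, adjusted p = 0.0289 from limma) and *nlp-16* at -0.82 (standard error 0.15, adjusted p = 0.0413 from limma). For 12 markers of all neurons the median was -0.33, with 0 genes past the threshold by limma (2 lower when adjusted over the list alone). Camera called both lists lower (adjusted p = 1.34e-08 and 0.00535), and neither was called with an estimated correlation (adjusted p = 0.384 and 0.379 with an estimated correlation). By fry the markers of all neurons were lower (adjusted p = 0.0369), and the neuropeptides were not called (adjusted p = 0.0518). Of 8 markers of male-specific neurons, *cwp-4* (K11D12.1) was lower, at -1.44 (standard error 0.24, adjusted p = 0.0349 from limma), and camera did not separate the list from other genes (adjusted p = 0.350). Markers of oocytes and germline lay the other way in this comparison (11 genes, median 0.46), with 0 genes past the threshold by limma and camera's adjusted p at 0.000530, and 0.384 with an estimated correlation. By fry they were higher (adjusted p = 0.04575).

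**Figure D3:**
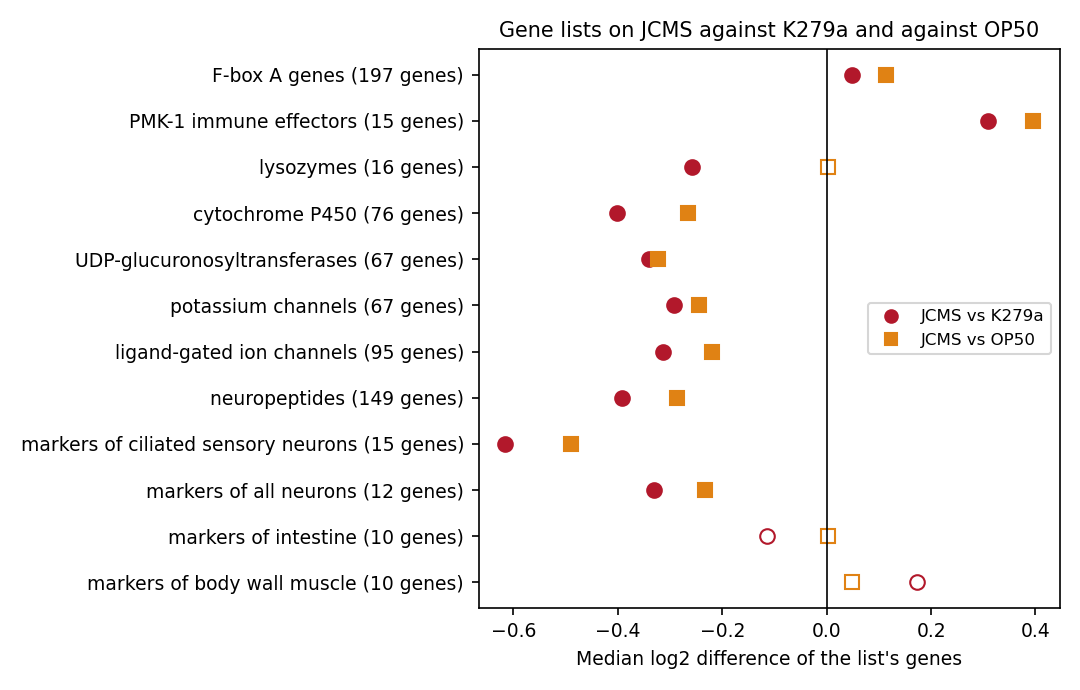
Median log2 difference of the genes of 12 lists for JCMS vs. K279a (circles) and JCMS vs. OP50 (squares, 3 OP50 arrays), with filled symbols for lists that camera called at a preset correlation. For JCMS vs. OP50 the median of 15 ciliated neuron markers was -0.49 (adjusted p = 0.624 with an estimated correlation). That of 15 infection response genes, many but not all under PMK-1 and drawn as PMK-1 immune effectors, was 0.40 (adjusted p = 0.346 with an estimated correlation).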

### The nematode bacterial response gene network

Although the enrichment analyses allowed the sorting of genes by tissue and into functional categories, we sought a more impartial method to nominate genes for functional validation. We reasoned that such a method would be more likely to identify novel genes involved in the *C. elegans*-*S. maltophilia* response. WormNet v2 is a probabilistic functional gene network tool that employs a modified Bayesian integration of data from several different sources to measure the probability (log-likelihood score) of protein coding gene interactions (Lee et al., 2008). WormNet v2 contains 999,367 functional linkages between 15,139 genes which represents 75.4% coverage of the *C. elegans* protein-coding loci (Lee et al., 2010b). We queried WormNet v2 with all 393 differentially expressed genes and found 118 to have predicted interactions (Figure 3, Table S5). 

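The network hubs include genes higher and lower on JCMS. Of the 18 hub genes, 7 were higher and 11 lower on JCMS than on K279a. *pqn-98* (ZK488.7) was at 1.90 (standard error 0.16, adjusted p = 0.00268 from limma) and F19B2.5 at 1.61 (standard error 0.32, adjusted p = 0.0490 from limma). R03G5.5 was at -1.07 and -1.22 for its 2 transcripts, and T05F1.11 at -1.43 (standard error 0.25, adjusted p = 0.0402 from limma). The list's median was -0.67 and its mean 0.14, and camera did not separate it from other genes (adjusted p = 0.166). Against OP50, 0 of the 18 passed the threshold on JCMS by limma (4 higher and 8 lower when adjusted over the list alone). The study chose the hubs from its calls on these arrays, so these counts are not independent evidence.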

Table 3 lists the most central genes (hubs) in the network with their associated rank and log-likelihood score (Lee et al., 2008). The number of gene connections range from 21 to 1, with the predictive coherence of query genes being 0.896. The predictive coherence is indicated by an area under the receiver operating characteristic curve (AUC) with 0.5 indicating random performance and 1 perfect performance (Lee et al., 2010a). An AUC value of 0.896 indicates a high predictive power, suggesting that the gene interactions and connections displayed are supported by substantial evidence. This predictive power is considerably reduced when the list of differentially expressed genes is partitioned and organized by linkage group, up regulation, down regulation or by JCMS vs. OP50 (data not shown). Thus, we reasoned the best, and more statistically supported approach was to analyze and interpret the genes within one network.

**Figure 3:**
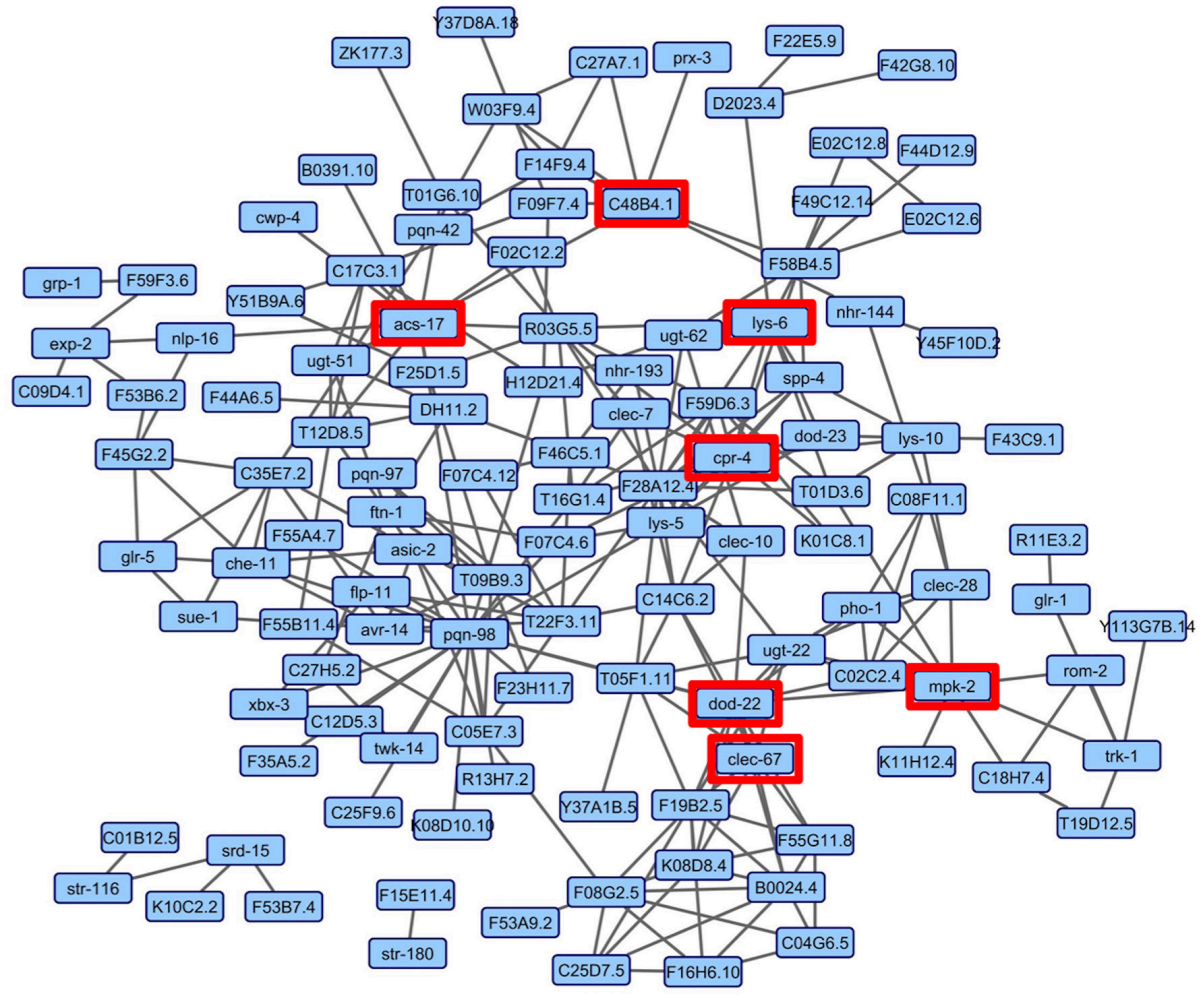
WormNet v2 network of differentially expressed genes on *S. maltophilia* JCMS, K279a or *E. coli* OP50. Probabilistic interactions were generated in WormNet v2 (Lee et al., 2008, 2010b) and the image was generated in Cytoscape 3.6.1. The gene network model includes 118 of 393 unique differentially expressed genes (Tables S3, S5). The area under the receiver operating characteristic (ROC) curve (AUC) value for the network was 0.896. Each blue box in the network represents a gene and the gray lines connecting genes are putative functional interactions. The hub genes chosen for validation are boxed in red.

**Table 3:** WormNet v2 network of genes differentially expressed in response to *S. maltophilia* JCMS, K279a or *E. coli* OP50.

**Gene name**	**Sequence name**	**Rank**	**Score**	**C**	**Linked genes**
*pqn-98*	ZK488.7	23	2.05	21	C05E7.3, C12D5.3, C25F9.6, *che-11, acs-17, ftn-1, sue-1*, F07C4.6, F23H11.7, F35A5.2, F55A4.7, *dod-22, lys-5*, H12D21.4, *twk-14, flp-11*, K08D10.10, *xbx-3*, R13H7.2, T05F1.11, and T16G1.4
*cpr-4*	F44C4.3	37	1.76	14	C14C6.2, F07C4.6, *clec-7, lys-10*, F28A12.4, *dod-23, lys-5, lys-6*, F58B4.5, F59D6.3, K01C8.1, R03G5.5, *spp-4*, and T16G1.4
*dod-22*	F55G11.5	2	2.89	13	B0024.4, C02C2.4, *clec-10, mpk-2, ugt-22*, C14C6.2, *pho-1*, F19B2.5, F55G11.8, *clec-67*, K08D8.4, T05F1.11, and *pqn-98*
F28A12.4	F28A12.4	21	2.09	13	*clec-10, ugt-22*, C14C6.2, DH11.2, *cpr-4, lys-6*, F59D6.3, *ugt-62*, R03G5.5, T01D3.6, T05F1.11, *spp-4*, and T22F3.11
*acs-17*	C46F4.2	8	2.56	12	B0391.10, *ugt-51*, C17C3.1, C48B4.1, F02C12.2, F25D1.5, *cwp-4*, R03G5.5, T01G6.10, T12D8.5, *nlp-16*, and *pqn-98*
F19B2.5	F19B2.5	1	2.89	10	B0024.4, *ugt-22*, C25D7.5, F08G2.5, F16H6.10, *dod-22*, F55G11.8, *clec-67*, K08D8.4 and T05F1.11
R03G5.5	R03G5.5	52	1.51	10	*acs-17*, F02C12.2, *clec-7*, F25D1.5, F28A12.4, *cpr-4, lys-6*, F59D6.3, T01G6.10 and T16G1.4
B0024.4	B0024.4	12	2.49	9	C04G6.5, C25D7.5, F08G2.5, F16H6.10, F19B2.5, *dod-22*, F55G11.8, *clec-67* and K08D8.4
*mpk-2*	C04G6.1	24	1.97	9	*ugt-22*, C18H7.4, *rom-2, trk-1, pho-1, clec-28, dod-22*, K11H12.4, and T01D3.6
T22F3.11	T22F3.11	3	2.79	9	*avr-14*, C05E7.3, C14C6.2, F07C4.12, F28A12.4, F46C5.1, *flp-11, asic-2*, and *pqn-97*
*ugt-22*	C08F11.8	30	1.86	9	C02C2.4, *mpk-2, pho-1*, F19B2.5, F28A12.4, *clec-28, dod-22, clec-67*, and T05F1.11
C14C6.2	C14C6.2	35	1.78	8	*clec-10, clec-7*, F28A12.4, *cpr-4, dod-22, clec-67*, T05F1.11, and T22F3.11
C48B4.1	C48B4.1	32	1.83	8	*prx-3*, C27A7.1, *acs-17*, F09F7.4, F14F9.4, F58B4.5, *nhr-144*, and W03F9.4
*clec-67*	F56D6.2	18	2.22	8	B0024.4, *ugt-22*, C14C6.2, F19B2.5, *dod-22*, F55G11.8, K08D8.4, and T05F1.11
F08G2.5	F08G2.5	9	2.56	8	B0024.4, C04G6.5, C05E7.3, C25D7.5, F16H6.10, F19B2.5, F53A9.2, and K08D8.4
*lys-6*	F58B3.3	36	1.78	8	D2023.4, F28A12.4, *cpr-4*, F49C12.14, *dod-23*, R03G5.5, T01D3.6, and *spp-4*
T05F1.11	T05F1.11	55	1.49	8	*ugt-22*, C14C6.2, F19B2.5, F28A12.4, *dod-22, clec-67*, Y37A1B.5, and *pqn-98*
*ftn-1*	C54F6.14	40	1.7	7	*ugt-51*, C27H5.2, DH11.2, F07C4.6, T09B9.3, T12D8.5, and *pqn-98*

*WormNet v2 was queried with all unique significantly differentially expressed genes shown in Table S3. One hundred and eighteen of the three hundred and ninety-three differentially expressed genes had putative connections and are listed by the number of connections in the probabilistic functional gene network model (Figure 3). The WormNet rank and score are listed for each gene. C = Number of genes that are connected to the listed gene. WormNet derived scores are probabilities based on a modified Bayesian integration of likelihood scores from individual datasets. Likelihood score and rank (based on score) are included for each gene. Genes that were predicted to have a functional linkage to the listed gene hub are in the corresponding linked genes column. Only the top 20 most connected hubs are listed here. All genes and/or gene hubs are listed in Table S5*.

### Functional validation of genes central to the network

WormNet inferred interactions have been functionally verified and genes central to a highly connected network have been shown to be more likely to have essential functions (Lee et al., 2008). Thus, we hypothesized that genes central to the identified network (Figure 3) would be fundamental to the *C. elegans* response to pathogenic *S. maltophilia*. Using the data generated from WormNet v2, genes were ranked by their number of predicted interactions (Table S5). We sought loss-of-function alleles of these genes to determine their role in response to different bacterial environments. Fortunately, deletion alleles were available for seven of the top 20 hub genes: *cpr-4* (cysteine protease related), *dod-22* (down-stream of *daf-16*), *acs-17* (fatty acid CoA synthetase), *mpk-2* (mitogen activated protein kinase), *lys-6* (lysozyme), *clec-67* (C-type lectin), and acyl-CoA oxidase C48B4.1. Of these candidates, only knock down of *dod-22* had a documented bacterial pathogen (*V. cholerae*) susceptibility phenotype (Sahu et al., 2012). Thus, for the majority of these genes, the discovery of any bacterial environment related phenotype is novel and aids in our understanding of *C. elegans* innate immunity.

To assess the functional role of the selected candidates, we performed survival analysis for each mutant vs. wild-type nematode in response to *S. maltophilia* K279a and JCMS as well as *E. coli* OP50. 

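*cpr-4* (F44C4.3), *dod-22*, *acs-17* (C46F4.2), *mpk-2*, *lys-6* (F58B3.3), *clec-67* and C48B4.1 were the hub genes chosen for survival tests. Between JCMS and K279a, 2 of the 7 were higher and 5 lower on JCMS (2 and 5 when adjusted over the list alone). *acs-17*, a fatty acid CoA synthetase gene, was at -1.15 (standard error 0.19, adjusted p = 0.0348 from limma). With each of the 8 arrays left out in turn, *lys-6* passed the threshold in all 8 fits. The *cpr-4* transcript and C04G6.1c of *mpk-2* passed it in 1 fit each, and *dod-22*, *acs-17*, *clec-67* and C48B4.1 in 2 each. Against OP50, 0 of these 7 passed the threshold on JCMS (1 higher and 3 lower when adjusted over the list alone), and 0 on K279a (1 higher and 1 lower). The study chose them on these arrays, so the counts are not independent evidence.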

All of the candidate genes were significantly differentially expressed only between K279a and JCMS. Thus, we hypothesized that mutations in these hub genes would cause a survival phenotype in response to one or both of these bacteria. K279a is also less pathogenic than JCMS and allowed the comparison between avirulent and virulent *S. maltophilia* strains. Mutations in *cpr-4, mpk-2, lys-6, clec-67*, and *C48B4.1* caused hyper-susceptibility to JCMS but did not have a statistically significant survival phenotype on K279a (Figure 4 and Table 4). However, *dod-22* mutants were significantly long lived on K249a. As previously described (White et al., 2016), the degree to which a gene is involved on a given bacterial environment can be inferred from the mutant to *wildtype* Cox proportional hazard ratio (see Materials and Methods). We observed that these mutants that were hyper-susceptible to *S. maltophilia* JCMS had hazard ratios ranging from 2.1 to 1.5 (Table 4). These data indicate that *cpr-4, mpk-2, lys-6, clec-67, dod-22*, and *C48B4.1* have unique roles on one or more of the bacterial environments tested. In summary, six of seven mutants had survivorship phenotypes on JCMS or K279a (Table 4), which validates the network centrality hypothesis.

**Figure 4:**
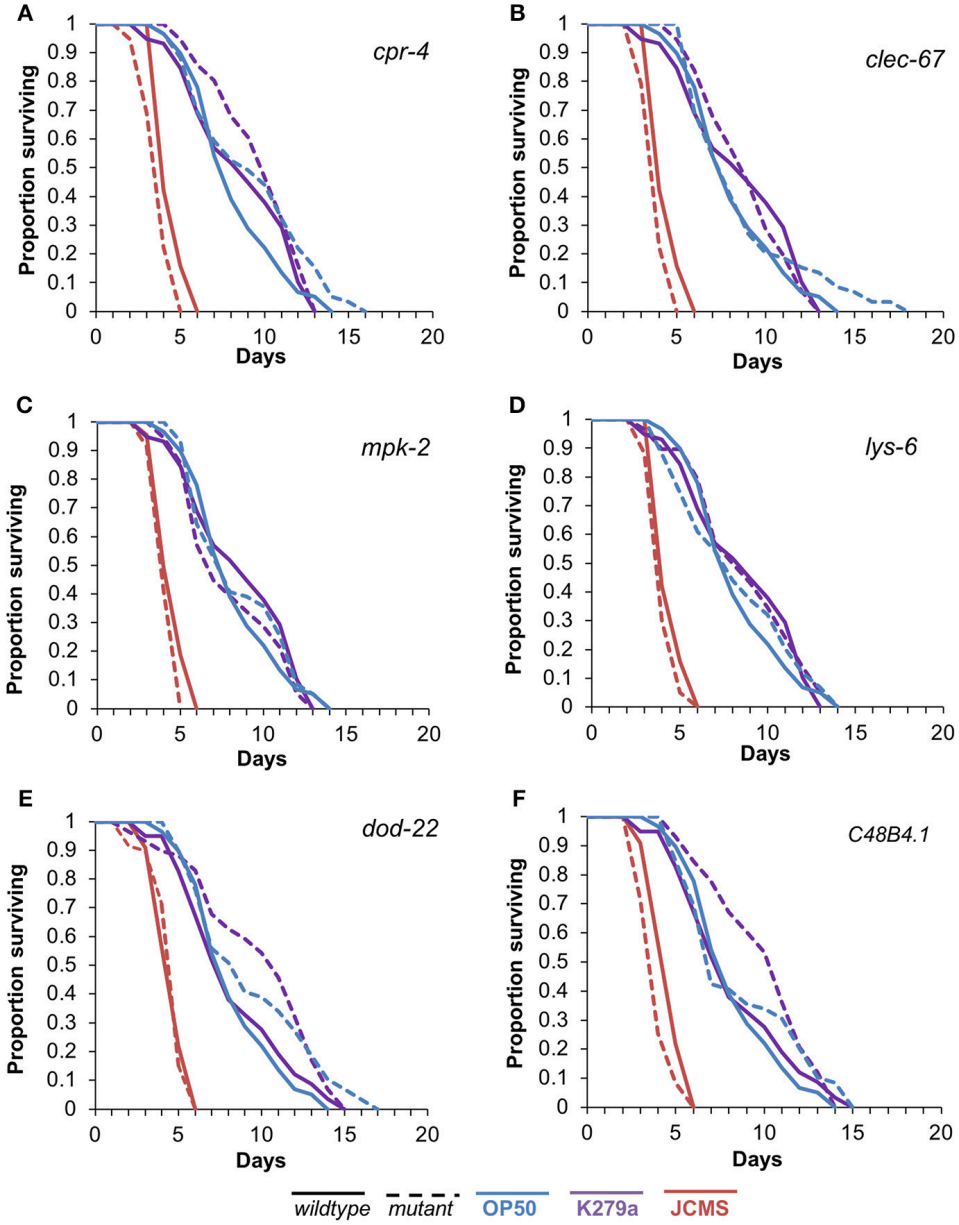
Survival of wild-type nematodes and array candidate mutants on *E. coli* OP50, *S. maltophilia* JCMS or K279a. Survival of wild-type nematodes (solid lines) and select hub gene mutants (dashed lines) exposed to *E. coli* OP50 (blue), *S. maltophilia* JCMS (red) or K279a (purple). **(A)** *cpr-4(ok3413)* **(B)** *clec-67(ok2770)* **(C)** *mpk-2(ok219)* **(D)** *lys-6(ok2075)* **(E)** *dod-22(ok1918)* **(F)** C48B4.1*(ok2619)*. Results plotted are the proportion of surviving worms using Kaplan-Meier estimates for at least three replicate samples (10–15 nematodes per replicate) of the same nematode population. *p*-values from the Cox proportional hazards models and sample sizes of each population are included in Table 4. Mutants of *cpr-4, clec-67, mpk-2*, C48B4.1, and *lys-6* were all significantly susceptible to JCMS, while *dod-22* mutants were resistant to K279a.

**Table 4:** Survival of wild-type nematodes vs. gene candidate mutants fed *S. maltophilia* JCMS or K279a.

		***S. maltophilia*** **JCMS**					***S. maltophilia*** **K279a**				
**Genotype**	**FC**	**Reg**.	**M**	**SE**	**N**	**Hazard ratio**	***p*-value**	**M**	**SE**	**N**	**Hazard ratio**	***p*-value**
*wildtype* (WT)	N/A	N/A	4.6	0.105	56	N/A	N/A	8.7	0.4	58	N/A	N/A
*lys-6 (ok2075)*	3.53	Down	4.2	0.092	60	1.455	0.0453	8.8	0.39	58	0.887	0.527
*mpk-2 (ok219)*	1.57a 1.56c	Down	4.3	0.082	58	1.495	0.043	8.1	0.37	56	1.26	0.216
*clec-67 (ok2770)*	2.02	Up	4.0	0.086	58	2.016	4.5E-04	9.0	0.31	56	1.07	0.727
*cpr-4 (ok3413)*	1.60	Down	3.9	0.108	58	2.123	1.6E-04	9.8	0.33	56	0.788	0.204
*acs-17 (ok1562)*	2.23	Down	4.5	0.146	59	1.0	0.962	10	0.29	53	0.738	0.118
*dod-22 (ok1918)*	2.83	Up	4.7	0.134	59	1.02	0.919	10	0.47	59	0.63	0.013
C48B4.1 *(ok2619)*	2.35	Down	4.1	0.116	59	1.75	0.0032	10	0.36	58	0.713	0.073

*Hazard ratios represent the hazard of the treatment divided by the control (wild-type) of the same bacteria. A hazard is the probability that a nematode at a given time dies. p-values are given for the survival predictor of treatment (nematode genotype) for Cox proportional hazard models in R. p < 0.05 were considered significant. Two isoforms (C04G6.1a and C04G6.1c, Table S3) of mpk-2 are differentially expressed. 

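The *mpk-2* transcript C04G6.1c was at -0.63 for JCMS vs. K279a (standard error 0.12, adjusted p = 0.0483 from limma), and C04G6.1a at -0.64 (standard error 0.13, adjusted p = 0.0501 from limma), just outside the threshold. C04G6.1c was at 11.19 ± 0.17 (SD, n = 4) on JCMS, 11.82 ± 0.06 (SD, n = 4) on K279a and 11.09 ± 0.14 (SD, n = 3) on OP50, and at 11.42 on OP50 replicate 4. *mpk-2* encodes a MAP kinase. With quantile normalization over the 11 arrays used, C04G6.1a had an adjusted p of 0.0488.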

Number of nematodes tested = N. M = mean survival units (days). The fold change (FC) and regulation (Reg.) of each gene is listed to the right of the corresponding genotype*.

We also tested the opposing hypothesis that disconnected differentially expressed genes are less essential and/or functionally relevant and, therefore would be less likely to have a survival phenotype on JCMS or K279a. 

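The genes outside the network that were tested include neuronal receptor genes. Of the 7, 2 were higher and 4 lower on JCMS than on K279a (2 and 5 when adjusted over the list alone). The guanylyl cyclase gene *gcy-14* (ZC412.2) was at -1.15 (standard error 0.21, adjusted p = 0.0406 from limma) and the acetylcholine receptor gene *acr-7* (T09A5.3) at -0.76 (standard error 0.12, adjusted p = 0.0288 from limma). The study chose these genes on the same arrays, so the counts are not independent evidence.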

The genes selected for testing this hypothesis were outside of the WormNet generated network, had deletion alleles available and had expression patterns that were similar to the tested gene candidates (Table S3 and S6). Surprisingly, mutants of four (*tctn-1, kcnl-2, srw-145* and *lgc-11*) of seven genes showed significant survival phenotypes when exposed to both or either of the tested bacterial environments (Figure S2 and Table S6). Mutants of *tctn-1* were significantly susceptible to both JCMS and K279a while, only *lgc-11* or *srw-145* mutants were short lived on JCMS or K279a with hazard ratios ranging from 4.0 to 1.1 (Figure S2 and Table S6). Mutants of *tctn-1* and *srw-145* were also short lived on K279a and were more susceptible to K279a than to JCMS. Lastly, like *dod-22*, loss of *kcnl-2* causes extended survival on K279a. The hazard ratios for *dod-22* and *kcnl-2* mutants on *S. maltophilia* K279a were 0.63 and 0.56, indicating that loss of *kcnl-2* promotes longer life than loss of *dod-22*. Taken together, these data suggest that the information gained from differential expression and network analyses has predictive value for determining gene functions.

## Discussion

In this study we used a transcriptomic approach to identify genes that are involved in the *C. elegans* response to pathogenic (JCMS) and non-pathogenic (K279a) strains of the emerging, universal and opportunistic bacterial pathogen *S. maltophilia* as well as the common *C. elegans* laboratory food, *E. coli* OP50. We observed that 97.2% of the differentially expressed genes were significant for the JCMS vs. K279a comparison (Figure 1). Thus, after 24 h of exposure to these bacteria the transcriptional response is driven by differences in pathogenicity rather than differences driven by bacteria species.

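The genes of JCMS vs. K279a made up 97.1% of those past the threshold in at least 1 comparison. The C-type lectin gene *clec-140* (T05A7.2) was 1.26 higher on JCMS than on K279a (standard error 0.15, adjusted p = 0.0149 from limma), and *nhr-112* (Y70C5C.6b), a nuclear hormone receptor gene, was 1.21 higher (standard error 0.17, adjusted p = 0.0258 from limma). Over 4 OP50 arrays the share was 96.8%. With 1 spread estimated over all 3 groups it was 64%, and without K279a replicate 1 71.7%.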

To gain insight into the nematode-bacterial interaction, we performed gene ontology and tissue expression enrichment analysis to determine the functions, processes, cellular components, and tissues that play a significant role in the nematode response. As expected, the GO terms defense response to Gram negative bacteria and/or stimulus, stress, defense, and/or innate immune response were enriched among the upregulated genes (Table 1). Tissue enrichment analysis (Table 2), revealed that these up regulated genes are localized to the intestine, muscular system, striated muscle, AVA and PVD interneurons and/or sensory receptors. The down regulated genes are also associated with the intestine, the amphid, inner labial, and hook sensory receptors, the CEM sensory secretory neuron and the AVE ventral cord interneuron. Thus, it is reasonable to hypothesize that *S. maltophilia* JCMS and K279a elicit different neurological responses that influence nematode behavior in response to these bacteria. Interestingly, *C. elegans* has been shown to avoid pathogenic bacteria and display olfactory learning behavior (Zhang et al., 2005; Pradel et al., 2007), although, this has not yet been shown to be the case for *S. maltophilia*. Furthermore, the intestine is the major digestive and innate immune organ in *C. elegans*, which may explain why most of the differentially expressed genes are localized to this tissue. We observed that the GO terms: component of membrane, transport, oxidation, and reduction and metabolic process were enriched among down regulated genes (Table 1). These terms have been frequently observed in other nematode-bacterial expression studies (Coolon et al., 2009; Irazoqui et al., 2010b); more specifically, anion transport, lipid metabolism and Acyl-CoA dehydrogenases are repressed upon infection with *S. aureus* and *P. aeruginosa* (Irazoqui et al., 2010b).

Although, informative, a substantial number of genes were associated with one or more of the enriched terms, making it difficult to systematically prioritize candidate genes. Furthermore, we sought to discover genes with novel roles in the nematode-bacterial interaction and reasoned that use of gene network analyses might be a more objective approach. We used WormNet v2 (Lee et al., 2010b) to initially reduce our candidate gene list from 393 to 118 genes that had probabilistic connections (Figure 3). To further narrow the list of candidates, we then sorted the genes by the number of predicted connections and the availability of loss of function alleles. Like others (Özgür et al., 2008, 2010), we hypothesized that genes that were central to the network of differentially expressed genes would be required for the response to the bacteria that induced expression changes. This network centrality hypothesis is derived from the finding that proteins, central to a network, evolve more slowly (Hahn and Kern, 2005), which is likely due to pleiotropy (Promislow, 2004), and the increased likelihood that these proteins are involved in an essential process (He and Zhang, 2006). In support of our network centrality hypothesis, six of the seven tested mutants showed differences in survivorship when exposed to JCMS or K279a (Figure 4).

On the other hand, mutations in four of seven genes outside of the network also showed survivorship phenotypes (Figure S2 and Table S6). 

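Of the genes outside the network with a survival phenotype, *tctn-1* (E04A4.6), which encodes tectonic, a ciliary protein, was 0.98 higher on JCMS than on K279a (standard error 0.14, adjusted p = 0.0256 from limma). The serpentine receptor gene *srw-145* (R10D12.17) was at -1.18 (standard error 0.18, adjusted p = 0.0288 from limma). *lgc-11* (F48E3.7), a ligand-gated ion channel gene, was at -1.24 (standard error 0.25, adjusted p = 0.0501 from limma), just outside the threshold.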

Except for *tctn-1* (tectonic homolog), these genes, *srw-145* (serpentine receptor, class W), *lgc-11* (ligand-gated ion channel) and *kcnl-2* (potassium K channel-like), were down regulated in response to JCMS vs. K279a (Table S3). Mutants of *tctn-1, lgc-11*, and *srw-145* were susceptible to JCMS and/or K279a; with loss of *tctn-1* being more detrimental on K279a. Intriguingly, *tctn-1* was up regulated on JCMS vs. K279a and mutants showed the highest hazard of all the significant survival phenotypes (Table 4 and Table S6). *lgc-11* only has a role in response to JCMS, while *srw-145* and *kcnl-2* are specifically involved in the response to K279a. None of these genes have any apparent role in nematode innate immunity and/or bacterial response. Yet, all are annotated as an integral component of membrane, which is a significantly enriched GO term. In addition, *kcnl-2* and *lgc-11* are associated with the enriched biological process terms potassium ion transmembrane transport or ion transmembrane transport (Table 1). These genes are also annotated to be expressed in the nervous system that was also shown to be a site of expression by the tissue enrichment analysis (Table 2). Thus, it appears that network centrality is not a sole predictor of gene involvement, and many, if not all, differentially expressed genes likely play some role in the response to *S. maltophilia*.

The *C. elegans* response to the bacterial pathogen *S. maltophilia* JCMS involves the hub genes *lys-6, cpr-4, mpk-2, clec-67*, and *C48B4.1* (Figure 4 and Table 4). None of these genes have a previously documented role in nematode-bacterial interactions. Although, prior studies also showed that C-type lectins (*clec)* and lysozymes (*lys)* played roles in the nematode response to pathogenic bacteria (Irazoqui et al., 2010b; Portal-Celhay et al., 2012), thus it was not surprising to find that *clec-67* and *lys-6* were required for the response to *S. maltophilia* JCMS. In fact, *clec-67* mutants had one of the highest hazards in response to JCMS (Table 4). If lectins are in fact involved in pathogen recognition as postulated (Nicholas and Hodgkin, 2004), this increased hazard may be due to the failure to elicit an immune response. The observation that *clec-67* is not required for response to avirulent K279a and was up regulated on JCMS (Table S3) as well as the human bacterial pathogen *Salmonella enterica* (Kerry et al., 2006) also suggests its invovlement in anti-bacterial defenses. Intriguingly, except for *clec-67*, all the genes were down regulated on JCMS as compared to avirulent K279a (Table S3).

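Of the hub genes with a survival phenotype on JCMS, *clec-67* was 1.01 higher on JCMS than on K279a (standard error 0.18, adjusted p = 0.0406 from limma). The lysozyme gene *lys-6* was at -1.81 (standard error 0.19, adjusted p = 0.00784 from limma), the acyl-CoA oxidase gene C48B4.1 at -1.22 (standard error 0.21, adjusted p = 0.0357 from limma) and the cysteine protease gene *cpr-4* at -0.69 (standard error 0.12, adjusted p = 0.0382 from limma). Of the 8 fits with 1 array left out, *lys-6* passed the threshold in 8, *clec-67* and C48B4.1 in 2 each and *cpr-4* in 1. On JCMS *clec-67* was at 14.07 ± 0.17 (SD, n = 4), on K279a at 13.05 ± 0.32 (SD, n = 4) and on OP50 at 13.45 ± 0.10 (SD, n = 3), and 13.31 on OP50 replicate 4.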

Initially, one might assume that all genes involved in innate immunity would, like *clec-67*, be up regulated in response to a bacterial pathogen. However, it is possible that interaction with the bacterial pathogen leads to down regulation of genes that may be harmful to the bacterium. In support of this conjecture, *P. aeruginosa* infection has been shown to induce the expression of *ins-7* in *C. elegans*, which down regulates genes involved in defense in the intestine (Evans et al., 2008). We propose that this may be the case for many of the hub genes we tested as genes within the same gene families have been shown to be involved in stress and/or innate immune response. For example, the mitogen activated protein kinase (MAPK) gene *mpk-1* is required to combat *M. nematophilum* infection (O'Rourke et al., 2006). Hub gene *mpk-2* also encodes a MAPK and is induced by the bacterial pathogens *S. aureus* and *P. aeruginosa* (Irazoqui et al., 2010b). *C48B4.1*, an ortholog of human acyl-CoA oxidase 1, is implicated in pheromone biosynthesis along with other acyl-CoA oxidases (ACOX-2 and ACOX-3) that are regulated by environmental stressors such as food availability (Zhang et al., 2015). Intriguingly, the lysozyme *lys-6* was needed for *S. maltophilia* resistance but had one of the smallest hazard ratios (Table 4). These data suggest that the destruction of bacteria is needed but is not as imperative as other nematode functions. On the other hand, the cysteine protease encoding gene *cpr-4* has the largest role of the tested hub genes in response to JCMS. *cpr-4* also does not have a demonstrated role in innate immunity. However, protease activity has previously been linked to the nematode-bacterial pathogen response reviewed in Wong et al. (2007) and, *cpr-2*, another cysteine protease encoding gene, is regulated by *S. aureus* infection (Irazoqui et al., 2008). Thus, protease activity, sugar binding and to a lesser extent, fatty acid metabolism and/or oxidation and reduction, MAPK signaling, ion transport/signal transduction and lysozyme activity are all involved in combating *S. maltophilia* JCMS.

The CUB domain containing protein DOD-22 is induced by gram negative pathogens (Alper et al., 2007) and is required for the response to *Vibrio cholerae* (Sahu et al., 2012). We also found that *dod-22* is significantly induced in response to pathogenic JCMS vs. K279a, suggesting that *dod-22* is required for JCMS response. However, *dod-22* mutants are not significantly susceptible to JCMS (Figure 4, Table 4). Thus, the up-regulation of this gene in response to JCMS was not predictive of its involvement. 

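*dod-22* was 1.49 higher on JCMS than on K279a on the log2 scale (standard error 0.24, adjusted p = 0.0308 from limma). Its normalized log2 intensity was 12.73 ± 0.45 (SD, n = 4) on JCMS, 11.24 ± 0.24 (SD, n = 4) on K279a and 12.62 ± 0.35 (SD, n = 3) on OP50. On JCMS it differed from OP50 by 0.12 (standard error 0.29, adjusted p = 0.948 from limma), and on K279a by -1.37 (standard error 0.22, adjusted p = 0.175 from limma). OP50 replicate 4 was at 12.69, and with it these differences were 0.10 (adjusted p = 0.877) and -1.39 (adjusted p = 0.116).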

Future studies that include measuring gene expression on JCMS and K279a over the course of nematode survival may reveal a differential expression pattern with greater predictive power. On the other hand, *dod-22* is regulated by *C. elegans* DAF-2/16 signaling (Murphy et al., 2003) and we have demonstrated that this pathway is not involved in the *S. maltophilia* JCMS response (White et al., 2016). Thus, the *dod-22* mutant survival phenotype on JCMS is less surprising and implies that other DAF-2/16 pathway effector genes will also not be involved on these bacteria. Conversely, *dod-22* mutants had significantly extended lifespan in response to K279a which agrees with a role for DAF-2/16 signaling on avirulent bacteria (White et al., 2016).

The data presented here reveal that the nematode innate immune response is more specific to the type of *C. elegans*-bacterial interaction rather than bacteria species or strain. Metabolic regulation and gene products such as mitogen activated protein kinases, cysteine proteases, lysozymes and lectins are necessary for combating bacterial pathogens such as *S. maltophilia*. Therefore, it is reasonable to propose that the nematode response is only strain specific when there are differences in bacterial virulence. These findings will be important to consider in future studies investigating the *C. elegans- S. maltophilia* and other human-bacterial pathogen interactions.

## Author contributions

All experiments except the survival experiments on the non-connected differentially expressed genes were completed by CW under the supervision and guidance of MH. CW also wrote the manuscript and MH provided feedback and edits. MH conducted the TEA and GO analyzes and CW conducted survival, microarray, and quantitative PCR analyzes.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic, Functional, and Network Analyses Reveal Novel Genes Involved in the Interaction Between Caenorhabditis elegans and Stenotrophomonas maltophilia
**Source:** Front Cell Infect Microbiol. 2018 Aug 20;8:266. doi: 10.3389/fcimb.2018.00266
**Supplement:** Supplementary file 6

Supplementary Material

Transcriptomic, functional and network analyses reveal novel genes involved in the interaction between *Caenorhabditis elegans* and *Stenotrophomonas maltophilia*

Corin V. White, Michael A. Herman*

1.1 Table S6: Survival of wild-type nematodes versus mutants (non-connected differentially expressed genes) on *S. maltophilia* JCMS or K279a.

Four of seven mutants had significant survivorship phenotypes in response to JCMS or K279a. p values are given for the survival predictor of treatment (mutant nematode genotype) for Cox proportional hazard models in R. p values less than 0.05 were considered significant. 

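The *kcnl-2* transcripts F08A10.1a to F08A10.1e, of a potassium channel gene, were each lower on JCMS than on K279a. Their log2 differences were -2.01 for F08A10.1a (standard error 0.35), -2.22 for F08A10.1b (standard error 0.35), -2.04 for F08A10.1c (standard error 0.36), -1.98 for F08A10.1d (standard error 0.35) and -2.30 for F08A10.1e (standard error 0.39). Their adjusted p from limma lay between 0.0308 and 0.0406. The transcripts overlap, so these are not independent measurements. F08A10.1a was at 8.55 ± 0.40 (SD, n = 4) on JCMS, 10.56 ± 0.69 (SD, n = 4) on K279a and 9.16 ± 0.69 (SD, n = 3) on OP50, with OP50 replicate 4 at 10.25.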

*Five isoforms (F08A10.1a-e) of *kcnl-2* were differentially expressed (Table S3). Number of nematodes tested = Number. Mean = mean survival units (days). The fold change (FC) and regulation (Reg.) of each gene is listed to the right of the corresponding genotype. Mutants of *lgc-11* and *tctn-1* were short lived on *S. maltophilia* JCMS. *srw-145* and *tctn-1* mutants were susceptible while, *kcnl-2* mutants were marginally significantly long lived on *S. maltophilia* K279a.

Genotype	<i>S. maltophilia</i> JCMS							<i>S. maltophilia</i> K279a				
	FC	Reg.	M	SE	N	Hazard Ratio	p value	M	SE	N	Hazard Ratio	p value
wildtype (WT)	N/A	N/A	4.0	0.27	30	N/A	N/A	8.2	0.68	28	N/A	N/A
<i>gcy-14</i> (<i>pe1102</i>)	2.19	down	5.1	0.18	30	0.63	0.0851	8.2	0.33	29	1.6	0.0894
<i>kcnl-2</i> (<i>ok2818</i>)	4.40*	down	4.3	0.20	29	0.97	0.913	10.0	0.59	25	0.56	0.0516
<i>numr-1</i> (<i>ok2239</i>)	2.77	up	4.0	0.15	30	1.2	0.483	9.3	0.49	29	0.77	0.327
<i>srw-145</i> (<i>ok495</i>)	2.27	down	4.2	0.18	30	1.1	0.825	7.03	0.36	29	2.5	0.0027
<i>acr-7</i> (<i>tm863</i>)	1.70	down	3.8	0.13	26	1.4	0.206	8.5	0.47	29	1.2	0.486
<i>lgc-11</i> (<i>tm627</i>)	2.39	down	3.1	0.25	28	1.8	0.0319	10.1	0.38	29	0.66	0.128
<i>tctn-1</i> (<i>ok3021</i>)	2.0	up	2.8	0.25	30	4.0	1.9E-06	4.0	0.36	17	6.1	2.8E-06

How the deposited data were processed for this re-analysis (not part of the article)

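RNA from whole wild-type *C. elegans*, kept for 24 h at 25 °C on *S. maltophilia* JCMS, *S. maltophilia* K279a or *E. coli* OP50, was measured on 12 NimbleGen arrays, with 4 biological replicates per bacterium. The deposited file of each array gives 1 intensity for each of 23187 transcripts, the mean over its probes on the linear scale, and the deposited series table holds 23186 transcripts whose intensities had been normalized between arrays as deposited, per their labels by RMA. The same array files give, as deposited, the coefficient of variation of each transcript's probes, a ratio of SD to mean that the array service computed with no normalization. Of the transcripts, 22582 were matched to a gene of the reference annotation by sequence name, and 605 kept the name given with the array.

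The intensities were converted to log2 and quantile normalized across all 12 arrays. The methods name quantile normalization but do not say on which scale, and the log2 scale was settled on after several normalizations had been compared with Table S3 and their counts of genes had been seen. The OP50 array removed by the study was identified as replicate 4 from the fold changes of Table S3, and 11 arrays were then compared, 2 bacteria at a time, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend). The paper cites Baldi and Long for its moderated test, and a regularized test after Baldi and Long was run as an alternative with a prior weight of 10. A transcript passed the threshold at a Benjamini-Hochberg adjusted p under 0.05 over all transcripts and a change of at least 1.5-fold, and a gene was counted once. The number of arrays limits the precision, and the share of simulated changes that limma found is given with the design.

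Lists of genes of 37 kinds, drawn up before the data were examined, were compared with all other genes by camera with a preset correlation of 0.01 and again with an estimated one, and tested with fry, with 1 value per gene. The adjustment over lists covered these 37 as one family. The lists that the study chose on the same arrays were adjusted as a separate family, where the plan had a single family. The molting collagens, added after the data had been seen, stood alone, so their camera p is unadjusted. Genes named in the text are, for each comparison, up to 10 with the largest and 10 with the smallest log2 difference among genes past the threshold whose groups do not overlap, the genes that the paper names, and up to 4 of each list with the lowest p. The paper's tables had been seen when this rule was written.

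The alternatives tried were all 12 arrays, no further normalization, median centring, quantile normalization across the 11 arrays, the values of the series table, 3 groups in one fit, a trend with robust estimation, array weights, replicate number as a block, the regularized test, an unmoderated test per transcript, the adjusted p alone, a test against 1.5-fold, leaving out the dimmest 25% of transcripts, 1 value per gene, and leaving out each of the 11 arrays. Quantile normalization of the linear intensities was added after the data had been seen. Nematode survival and RT qPCR values have no deposited files and were left out.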

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

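Of the tests below, those of chance splits for gene counts in each comparison and for 1.5-fold differences, of the shared spread, of brightness, and all of those on OP50 replicate 4 were chosen only after the result was seen.

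In 194 groups of 4 arrays, the gap between the highest or lowest array and its nearest neighbor, as a share of the group's range, was compared with Dixon's critical value. It was past it in 21 groups, where chance gives about 1 in 20, or 9.7. On K279a these were F10A3.1 (0.958, replicate 3 lowest), *fbxa-163* (0.889, replicate 4 highest), F08G2.5 (0.867, replicate 1 highest), *irg-1* (0.834, replicate 2 highest), *pqn-98* (0.853, replicate 4 lowest), ZK105.5 (0.838, replicate 1 lowest), *clec-70* (0.839, replicate 4 highest) and F28A12.4 (0.934, replicate 3 lowest). On JCMS these were F08G2.5 (0.929, replicate 3 lowest), F49H6.13 (0.893, replicate 2 highest), C48B4.1 (0.981, replicate 3 highest), *flp-11* (0.872, replicate 4 highest), *str-162* (0.844, replicate 4 lowest) and both *mpk-2* transcripts, C04G6.1a (0.837) and C04G6.1c (0.842), with replicate 3 lowest. On OP50, replicate 4 was highest for *tba-7* (0.924) and *cyp-13A12* (0.902) and lowest for ZK105.5 (0.852), and replicate 1 was lowest for *ilys-3* (0.958), at 9.24 against 14.37 to 14.59. In the mean correlation with the other arrays, K279a replicate 1 was highest of its group (0.855) and OP50 replicate 4 lowest of its group (0.860).

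OP50 replicate 4, which the paper left out of its comparisons, had 5902 transcripts at least 2-fold from the mean of the other OP50 arrays, where the 11 other arrays had 442 to 4274 against the rest of their groups. Over the transcripts that part a strain from the other OP50 arrays, its median position on the way from OP50 to JCMS was 2.1%, against 76.2 to 102% for the JCMS arrays, each left out in turn, which excludes animals exposed to JCMS under an OP50 label. Animals exposed to K279a stay open, at 61.6% of the way, since the K279a arrays themselves lay at 12.7 to 115% and the other OP50 arrays at up to 50.2%; W03F9.4 was at 11.63 on it (13.06 on K279a, 9.31 on OP50), but T22F3.11 at 15.07 (9.23 and 14.62) and *lys-10* at 12.21 (14.77 and 11.51). A poorer hybridization stays open, with a median variation between probes of 0.423, above the 0.366 to 0.416 of the other arrays by less than their range. Animals at an earlier stage of development may have been sampled, with the germline and oocyte (-0.59) and early embryo (-0.62) markers lowest of the 12 arrays and the molting collagens (3.27) highest, but this was noticed on the same array, does not cover the markers of male-specific neurons (1.33) and body wall muscle (0.90), highest there too, and has no recorded age behind it.

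Many more genes passed the threshold between JCMS and K279a than in the comparisons with OP50. Part of this may come from the spread that each comparison estimates from its own 7 or 8 arrays, since the ratio of the JCMS vs. K279a to the JCMS vs. OP50 count was 13.5 in separate fits and 1.28 with 1 spread over the 3 groups. Larger differences in expression between the strains are also in line with the data, as the mean squared difference less its noise was largest for JCMS vs. K279a with each of 11 arrays left out. It was close to a tie without OP50 replicate 1 (0.133 against 0.130 for JCMS vs. OP50) and without OP50 replicate 3 (0.133 against 0.132 for K279a vs. OP50). The cause cannot be assigned to either alone.

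The 454 genes of 5 neuronal, cytochrome P450 and UDP-glucuronosyltransferase lists had a median of -0.36 for JCMS vs. K279a, with 34 lower past the threshold. The lists were not called by camera with an estimated correlation (adjusted p = 0.379 to 0.384). Fry, which does not compare a list with other genes, called the cytochrome P450, UDP-glucuronosyltransferase and 2 channel lists lower (adjusted p = 0.0174 to 0.0369). It did not call the neuropeptides (adjusted p = 0.0518). Other genes of the same brightness did not show this difference, since 95% of 1000 brightness-matched sets reached at most 11.2% of that median. Quantile normalization gives every array the same distribution and so holds such sets near 0, so this test cannot exclude low brightness. A larger share of germline RNA on JCMS stays open: with the germline marker mean as a covariate 68.3% of the difference remained, with an interval of 11.4 to 125%. List medians on each array had been looked at before this test was written. A lower level per cell on JCMS, the biological explanation, was not tested apart from it.

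For the counts of genes, the splits argue against chance for JCMS vs. K279a. There 1 of 35 splits of the arrays, the real one, gave as many genes (365, with 0 as the highest of the others). A share of 1 in 35 is the smallest that these splits can give, so the share alone does not exclude chance. The 3 genes of K279a vs. OP50 reached it too (1 of 35, with 0 as the highest of the others), but so small a count does not exclude chance. For this comparison limma gave 0 without K279a replicate 1 (879 transcripts at an unadjusted p under 0.05), and none of the 3 passed with OP50 replicate 4. Chance is not excluded for JCMS vs. OP50, where 3 of 35 splits gave at least the real 27 and another gave 227, which points to a structure of the samples other than the bacteria, whose source was not tested. For genes in at least 1 comparison the splits argue against chance (1 of 100 splits, with 376 and 135). For gene lists called by camera at the preset correlation, the real split gave the most for JCMS vs. K279a (1 of 35, with 25 and 22). Another split came close, so this does not exclude chance. Nor is chance excluded for JCMS vs. OP50 (3 of 35, with 17 and 19) or K279a vs. OP50 (27 of 35, with 9 and 20). With an estimated correlation 0 lists were called in each comparison, and the splits were not tested that way. For transcripts with a 1.5-fold difference, the real split gave the most for JCMS vs. K279a (1 of 35, with 4463 and 3916), but another again came close. Chance is not excluded there, nor for JCMS vs. OP50 (9 of 35, with 3074 and 3849) or K279a vs. OP50 (12 of 35, with 2547 and 3872).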

How the results depend on the processing

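Quantile normalization of the linear intensities was chosen only after the data had been seen, and every other alternative here was planned. Of 1707 log2 differences of named genes under 16 alternatives, 1309 kept their side of the threshold, 359 were no longer past it, 39 newly passed it and 0 reversed. With 1 array left out these were 437, 378, 6 and 0 of 821 values. Direction was compared only for values past the threshold in the main fit or under the alternative. Values past it in neither may have changed sign. Of 444 list results under 4 alternatives, 418 stayed, 14 were no longer called and 12 were newly called, and of 814 with 1 array left out, 723, 50 and 40. The intracellular pathogen response list was not called for K279a vs. OP50 (adjusted p = 0.128) and reversed without OP50 replicate 2 (adjusted p = 0.00228), where leaving out 1 array gave adjusted p from 0.00164 (OP50 replicate 3) to 0.506 (K279a replicate 3). The cause was not tested for any of the changes below.

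The count of genes for JCMS vs. K279a, 365, was 51 with no further normalization, 221 with median centring, 206 with the series matrix values, 190 with 3 groups in one fit, 1898 with array weights, 10 with the replicate block, 567 with the regularized test after Baldi and Long, 88 with the unmoderated test and 27 with the test against 1.5-fold. For JCMS vs. OP50, 27, it was 1 with no further normalization, 52 with median centring, 148 with 3 groups in one fit, 56 with trend and robust, 53 with array weights, 0 with the replicate block, 252 with the regularized test, 6 with the unmoderated test and 7 with the test against 1.5-fold. For K279a vs. OP50, 3, it was 6 with all 12 arrays, 12 with median centring, 42 with 3 groups in one fit, 11 with trend and robust, 6 with array weights, 0 with the replicate block, 130 with the regularized test, 0 with the unmoderated test and 8 without the dimmest 25% of transcripts. At an unadjusted p under 0.05, limma with the block found 1526 and 1115 transcripts in the comparisons with OP50. Genes in at least 1 comparison, 376, were 53 with no further normalization, 248 with median centring, 213 with the series matrix values, 1910 with array weights, 10 with the block, 743 with the regularized test, 93 with the unmoderated test and 32 with the test against 1.5-fold. The labels do not say whether arrays of equal replicate number share a batch. The deviations from the group means are mixed, with a correlation of 0.437 between JCMS and K279a replicate 2 and -0.334 between their replicates 4. Whether a block is needed is therefore not settled.

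With 1 array left out, the JCMS vs. K279a count was 42 (JCMS replicate 2) to 1095 (K279a replicate 3), with 43, 45 and 96 without K279a replicates 1, 2 and 4 and 97, 169 and 58 without JCMS replicates 1, 3 and 4. JCMS vs. OP50 gave 2 (JCMS replicates 1, 2 or 4) to 26, with 14 without JCMS replicate 3 and 11 without OP50 replicate 2. K279a vs. OP50 gave 0 (K279a replicate 1, with 879 transcripts at an unadjusted p under 0.05 by limma) to 6 (OP50 replicate 1), with 1 without K279a replicate 2 or OP50 replicate 3. The count over all comparisons was 45 (JCMS replicate 2) to 1102 (K279a replicate 3), with 60, 61 and 108 without K279a replicates 1, 2 and 4 and 100, 178 and 60 without JCMS replicates 1, 3 and 4.

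Lists called were 25, 17 and 9 for JCMS vs. K279a, JCMS vs. OP50 and K279a vs. OP50, and 0 in each with an estimated correlation by camera. Lists for JCMS vs. OP50 were 11 without OP50 replicate 3 to 21 without OP50 replicate 2, and for K279a vs. OP50 4 without OP50 replicate 1 to 20 without OP50 replicate 2. Transcripts with a 1.5-fold difference for JCMS vs. OP50, 3074, were 4903 with all 12 arrays, and 3177 without JCMS replicate 1 to 5271 without OP50 replicate 1. For K279a vs. OP50, 2547, they were 2272 without K279a replicate 1 to 4659 without OP50 replicate 3. The 5th percentile of intensity on each array, 43 to 57, limits what can be seen for dim transcripts.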

Differences from the paper's values

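The paper's text gives ZK105.5 as 2.03-fold higher on JCMS than on OP50. Here its fold change for JCMS vs. OP50 was -1.59, lower on JCMS, and it differs under every alternative set before the data were examined. In Table S3 the paper lists this value under JCMS vs. K279a, where the fold change here was 2.03.

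For Y58A7A.5, the paper's Table S3 gives 2.33-fold for JCMS vs. K279a and the value here was 8.95, and for *nhr-112* (Y70C5C.6b) the paper's is 9.21 and the value here 2.31. Each differs under every alternative set before the data were examined. With quantile normalization across the 11 arrays Y58A7A.5 was at 9.21 and *nhr-112* at 2.33, the paper's values for the other gene.

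For *ilys-3* on K279a relative to OP50, the paper's microarray value is about 2.4 in Fig. 2B, read by eye, with an error of about 1.3 of a kind the figure does not name, and here it was 5.13 from the mean log2 values and 2.34 as a ratio of arithmetic means of intensities, a scale chosen after the values were seen. On the log2 scale, of the alternatives set before the data were examined, it no longer differs with all 12 arrays (3.67) and without OP50 replicate 1 (1.57), and it differs under the others.

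The paper's counts of genes do not differ by more than 1.5 times from those here. With quantile normalization across the 11 arrays the counts equal the paper's, 393 genes in at least 1 comparison and 382 for JCMS vs. K279a, where those of the main fit were 376 and 365. This alternative uses the log2 scale, which was settled on after counts under several normalizations had been compared with Table S3. The match is therefore not a blind one. Of the 422 transcripts that Table S3 lists for JCMS vs. K279a, 399 passed the threshold here and 23 did not (adjusted p from 0.0501 to 0.211), and 418 passed it with quantile normalization across the 11 arrays. The 23 include the C04G6.1a transcript of *mpk-2*, *lgc-11* and *che-11*, each past the threshold under that alternative.

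The paper's Fig. 2B marks F08G2.5 on JCMS and *ilys-3* and F53B2.8 on K279a as different from OP50 on the arrays by Student's t-test, with no adjustment stated. Its marks stand for p under 0.05 or under a looser limit, so the thresholds are not alike. Here limma gave adjusted p = 0.0689, 0.906 and 0.622 for these genes (unadjusted p = 0.000155, 0.0921 and 0.0136). F08G2.5 passed the threshold with median centring, 3 groups in one fit, trend and robust, array weights, the regularized test after Baldi and Long, and without OP50 replicate 1.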

Other observations

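The test of the molting collagens was chosen only after the result was seen, and the other gene lists here were set beforehand.

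Ribosomal protein genes had a median of 0.18 for JCMS vs. K279a over 78 genes (camera adjusted p = 1.92e-05, and 0.454 with an estimated correlation), with 0 past the threshold by limma (0 when adjusted over the list alone). Saposin-like genes had a median of -0.39 over 26 genes, with 3 lower and 0 higher (5 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.00293, and 0.436 with an estimated correlation). Of 282 nuclear hormone receptor genes, 3 were higher and 5 lower (4 and 19 when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 3.02e-06, and 0.379 with an estimated correlation). Fry called the saposin-like (adjusted p = 0.0449) and nuclear hormone receptor genes (adjusted p = 0.0304) lower, and did not call the ribosomal protein genes (adjusted p = 0.159).

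Against OP50, JCMS had a median of 0.27 for 22 heat shock genes, with 0 past the threshold by limma (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00479, and 0.516 with an estimated correlation). T22F3.11 on K279a was -5.39 from OP50 (standard error 0.49, adjusted p = 0.0514 from limma), and -5.50 with OP50 replicate 4 (adjusted p = 0.0297). *lys-10* on K279a was 3.26 above OP50 (standard error 0.33, adjusted p = 0.0514 from limma), and 3.09 above it with OP50 replicate 4 (adjusted p = 0.0486).

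The 13 molting collagens had a median of -1.27 for JCMS vs. K279a and 2.75 for K279a vs. OP50 (1.53 with OP50 replicate 4, where their level was 3.27 against -2.64 to -0.65 on the other OP50 arrays), and of 1.35 for JCMS vs. OP50 (0.14 with OP50 replicate 4). By limma 0 genes passed the threshold in any of the 3 (8 higher for K279a vs. OP50 when adjusted over the list alone). Camera's p for JCMS vs. K279a, K279a vs. OP50 and JCMS vs. OP50 was 0.00801, 1.09e-13 and 2.72e-06, and 0.376, 0.0484 and 0.174 with an estimated correlation. These p are unadjusted, since the list was a family of its own, and cannot be set beside the adjusted p of the other lists. Among the K279a arrays their level was -1.14 on replicate 4 and 0.77 to 1.94 on the others.

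Genes past the threshold for JCMS vs. K279a lay next to each other in more pairs than random draws gave. Among those higher on JCMS there were 11 pairs of neighbors, where 1000 random draws had a mean of 0.836 and a highest of 5, and among those lower there were 13, where the draws had a mean of 2.40 and a highest of 9.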
